# Insight into the CBL and CIPK gene families in pecan (*Carya illinoinensis*): identification, evolution and expression patterns in drought response

**DOI:** 10.1186/s12870-022-03601-0

**Published:** 2022-04-28

**Authors:** Kaikai Zhu, Pinghua Fan, Hui Liu, Pengpeng Tan, Wenjuan Ma, Zhenghai Mo, Juan Zhao, Guolin Chu, Fangren Peng

**Keywords:** *Carya illinoinensis*, CBL-CIPK, Drought, Evolution, Gene expression

## Abstract

**Background:**

Calcium (Ca^2+^) serves as a ubiquitous second messenger and plays a pivotal role in signal transduction. Calcineurin B-like proteins (CBLs) are plant-specific Ca^2+^ sensors that interact with CBL-interacting protein kinases (CIPKs) to transmit Ca^2+^ signals. CBL-CIPK complexes have been reported to play pivotal roles in plant development and response to drought stress; however, limited information is available about the *CBL* and *CIPK* genes in pecan, an important nut crop.

**Results:**

In the present study, a total of 9 *CBL* and 30 *CIPK* genes were identified from the pecan genome and divided into four and five clades based on phylogeny, respectively. Gene structure and distribution of conserved sequence motif analysis suggested that family members in the same clade commonly exhibited similar exon-intron structures and motif compositions. The segmental duplication events contributed largely to the expansion of pecan CBL and CIPK gene families, and *Ka*/*Ks* values revealed that all of them experienced strong negative selection. Phylogenetic analysis of CIPK proteins from 14 plant species revealed that CIPKs in the intron-poor clade originated in seed plants. Tissue-specific expression profiles of *CiCBLs* and *CiCIPKs* were analysed, presenting functional diversity. Expression profiles derived from RNA-Seq revealed distinct expression patterns of *CiCBLs* and *CiCIPKs* under drought treatment in pecan. Moreover, coexpression network analysis helped to elucidate the relationships between these genes and identify potential candidates for the regulation of drought response, which were verified by qRT–PCR analysis.

**Conclusions:**

The characterization and analysis of *CBL* and *CIPK* genes in pecan genome could provide a basis for further functional analysis of *CiCBLs* and *CiCIPKs* in the drought stress response of pecan.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-022-03601-0.

## Background

Calcium ions (Ca^2+^) serve as a secondary messenger that is involved in various signal transduction processes, including growth, development, and response to environmental stimuli in plants [1]. Ca^2+^ signals are commonly perceived by Ca^2+^ sensors, and four Ca^2+^ sensor families have been identified in high plants, such as calcineurin B-like proteins (CBLs), calmodulins (CaMs), calmodulin-like proteins (CMLs), and calcium-dependent protein kinases (CDPKs) [2]. Unlike CDPKs, the CBL, CaM, and CML proteins do not contain any enzymatic domain but transmit Ca^2+^ signals to their downstream targets via their interactors [3].

The CBL protein generally contains an important structural component consisting of four elongation factor hand (EF-hand) motifs for calcium binding. CBL proteins function in various biological processes by activating their downstream targets, CBL-interacting protein kinases (CIPKs), also called (SNF)-related kinases (SnRK3s) [4]. CBL and CIPK form the CBL-CIPK complex to function in different signalling pathways in plants [5]. CIPK proteins are composed of a serine/threonine kinase domain at the N-terminus and a NAF/FISL domain at the C-terminus [6]. The autoinhibitory NAF domain is conserved with 24 amino acid residues, and the activation of plant CIPKs is mediated via the interaction of this domain with CBL proteins [7].

The CBL and CIPK families are two plant-specific gene families, and family members have been identified in numerous species. For example, 10 CBL and 26 CIPK family members were identified in *Arabidopsis*, and 10 CBL and 33 CIPK members were found in rice [1, 8]. Ten CBL and 27 CIPK family members were found in *Populus trichocarpa*, a model woody plant [9, 10]. This phenomenon reveals that CBL may interact with one or more CIPK proteins [11].

Drought is one of the major abiotic stresses that affect plant growth, development, and productivity [12]. The increase in the frequency of drought, with the decrease in soil moisture, is one of the future challenges that affect our society [13]. Understanding the mechanism of how plants respond to drought has been reported at different levels, including epigenetic regulation, metabolic changes, and molecular mechanisms [14]. Numerous genes were upregulated or downregulated under drought, and some of them have been functionally analysed in model plants, such as *Arabidopsis* and rice [15]. The CBL-CIPK signalling pathways were reported to play important roles in responding to various environmental stresses, including drought stress. Multiple *CBL* and *CIPK* genes could be induced under drought stress in grapevine and tea plants [16, 17]. *AtCIPK1* participates in the defence response to drought stress by interacting with both *AtCBL1* and *AtCBL9*, and *cbl1* and *cipk1* mutant plants are hypersensitive to drought stress [18].

Pecan (*Carya illinoinensis* [Wangenh.] K. Koch) is an economically important nut tree of the *Carya* genus that is native to the United States and Mexico, and is now cultivated on six continents [19]. Pecan nuts, the seeds of *C. illinoinensis*, are a rich source of unsaturated fatty acids, vitamins, and numerous bioactive constituents and are commonly consumed snack [20]. The production of pecan nuts was approximately 300 million pounds in the United States in 2020, with a value of approximately $400 million (https://www.nass.usda.gov/). Pecan nut productivity is commonly affected by various biotic and abiotic stresses. Recently, the availability of chromosome-level genome assembly of pecan has allowed us to characterize the pecan CBL and CIPK gene families, and transcriptome data have helped to analyse their expression patterns in different tissues and under drought stress [21]. In the current work, nine *CBL* and 30 *CIPK* genes in pecan were identified, and the evolutionary relationships and duplication events were also analysed. The expression patterns of the two gene family members in various tissues and in response to drought stress were investigated. The precise annotation of the two gene families is the first step to fully understand the roles in pecan drought response.

## Materials and methods

### Identification of the CBL and CIPK gene families in pecan

To identify the CBL and CIPK proteins, all pecan (*Carya illinoinensis*) cv. Pawnee protein sequences were downloaded from the Phytozome database v13 (https://phytozome-next.jgi.doe.gov/) [22]. Ten AtCBL and 26 AtCIPK protein sequences from *Arabidopsis* were retrieved from The Arabidopsis Information Resource (TAIR) database (https://www.arabidopsis.org/). The full-length AtCBL and AtCIPK sequences were aligned with MEGA 7 software (https://www.megasoftware.net) [23]. Then, the alignments were selected to build hidden Markov model (HMM) profiles using the hmmbuild program in HMMER v3.3.2 (http://www.hmmer.org/), and we searched the two HMM profiles against the pecan genome using HMMER with an E-value <1e-10 [24]. The candidate proteins were further examined using Pfam (http://pfam.xfam.org/) and SMART software (http://smart.embl-heidelberg.de/) to confirm the presence of key domains [25]. The EF-hand motif was used for verification of CiCBL family members, while both the kinase and NAF domains were selected for verification of CiCIPK proteins.

The molecular weights (MWs) and isoelectric points (pIs) of CiCBL and CiCIPK proteins were calculated using the ExPASY program (https://web.expasy.org).

### Multiple sequence alignment and phylogenetic analysis

Protein sequences of *Botryococcus braunii* were collected from *Botryococcus braunii* Showa v2.1 DOE-JGI (http://phytozome.jgi.doe.gov/) [26]. Sequences of *Marchantia polymorpha*, *Physcomitrium patens*, *Selaginella moellendorffii*, *Amborella trichopoda*, *Oryza sativa*, *Ananas comosus*, *Betula platyphylla*, *Populus trichocarpa*, and *Salix purpurea* were downloaded from Phytozome 13, common walnut (*Juglans regia*) protein sequences were downloaded from the Genomic Data of Juglans (http://xhhuanglab.cn/data/juglans.html), and Chinese hickory (*Carya cathayensis*) proteins were retrieved from the GigaScience database [27]. The protein sequences of all identified CBL and CIPKs from pecan and the other 13 plant species were used for multiple sequence alignment by MAFFT version 7 (https://mafft.cbrc.jp/alignment/software/) with the G-INS-I program [28]. Phylogenetic trees were then constructed using FastTree software (http://www.microbesonline.org/fasttree/) with the maximum likelihood model [29].

Conserved CBL protein sequences were viewed and edited using GeneDoc software (http://nrbsc.org/gfx/genedoc/). Weblogo (https://weblogo.berkeley.edu/logo.cgi) was then applied to show the features of the NAF domains of CIPK proteins [30].

### Analysis of gene structure and conserved motifs

The coding sequences and genomic DNA sequences of *CiCBL* and *CiCIPK* genes were collected to analyse structural features using TBtools v1.09832 [31].

The amino acid sequences of CiCBLs and CiCIPKs were used to predict the conserved motifs with the MEME online tool (http://meme-suite.org/tools/meme) [32].

### Chromosomal locations of *CBL* and *CIPK* genes in pecan

The chromosomal locations of *CiCBL* and *CiCIPK* genes were retrieved from the phytozome database, and the chromosomal images were visualized using the Circos program in Tbtools software [31].

### Gene duplication and selection pressure analysis

All of the CBL and CIPK protein sequences from the pecan genome were searched against themselves using NCBI-BLAST 2.7.1+ [33]. Collinearity analyses of the CBL and CIPK gene families were performed using MCScanX (Multiple Collinearity Scan toolkit) software (http://chibba.pgml.uga.edu/mcscan2/) [34].

To detect the selection pressure of the duplication events, the CDSs of the *CiCBL* and *CiCIPK* genes were aligned using ClustalW v2.0 software [35]. Then, the synonymous substitution (*Ks*) and nonsynonymous substitution (*Ka*) of tandem and segmental duplication events were calculated using TBtools software, and the selection pressure was evaluated by the *Ka*/*Ks* ratios.

### Plant materials, growth conditions and sample collection

Leaf, mature pistillate and staminate flower, young fruit, and seed samples were collected from nine randomly selected nine-year-old healthy pecan trees of the ‘Pawnee’ cultivar at the experimental station of Nanjing Forestry University, which located in Jurong City, China (119°9′6″E, 31°52′45″N). Ten-month-old seedlings propagated by pecan seeds (collected from ‘Pawnee’ trees) were served as rootstocks. Mature staminate flowers were collected in April, leaves and mature pistillate flowers were harvested in May, young fruits were sampled at 60 days after flowering in July, and seeds were collected in October 2019. Root samples were collected from three-month-old pecan seedlings that were propagated by seeds, and harvested from ‘Pawnee’ trees. All the samples were harvested on sunny days (8:00 to 10:00 am).

For drought treatment, ‘Pawnee’ grafted seedlings were used in this study. The commercial pecan cultivar ‘Pawnee’ was selected as scion, and patch budding was applied for grafting at the experimental station of Nanjing Forestry University in August 2019. Pecan seedlings that propagated by seeds (harvested from ‘Pawnee’ trees in October 2018) were used as rootstocks. The grafted plants were placed in 12-L plastic containers containing a soil mixture of peat, vermiculite, and perlite (5: 3: 2 by volume). After 12 months, the grafted pecan seedlings were then moved to a climate chamber with a photoperiod of 14 h of light at 24 °C/ 10 h of dark at 22 °C, and 60–70% relative humidity. Distilled water was irrigated twice every week. The seedlings were grown in well-watered conditions for 1 month, then they were moved to a growth chamber at 24/22 °C day/night temperatures with a 14/10-h photoperiod, and water was withheld for 15 days. Pecan leaves were collected at 0, 3, 6, 9, 12, and 15 d during drought treatment.

The harvested tissue samples were frozen in liquid nitrogen and stored at − 70 °C until RNA was isolated. Each sample was collected from at least three plants, and three biological repetitions were carried out for each treatment.

### Measurement of proline content and SOD activity

The free proline content was detected according to the ninhydrin method, and the absorbance was measured at 520 nm [36]. Superoxide dismutase (SOD) activity was measured using a Total SOD Assay Kit (A001–1, Nanjing Jiancheng Bioengineering Institute, Nanjing, China) following the manufacturer^’^s instructions.

### RNA isolation and qRT–PCR analyses

Harvested tissue samples were ground to powder in liquid nitrogen. Total RNA was extracted from various tissues using TRIzol reagent (Invitrogen, Carlsbad, USA) following the manufacturer’s instructions. Genomic DNA was removed using a DNase I kit (Qiagen, Hilden, Germany), and RNA quality was detected with an Agilent 2100 bioanalyzer (Agilent Technologies, CA, USA) and quantified using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Wilmington, USA).

For qRT–PCR (quantitative real-time PCR) analysis, 1 μg of total RNA was used to synthesize first-strand cDNA using the Prime-Script RT Reagent Kit (Takara, Dalian, China). qRT–PCR was performed on an ABI 7500 Real Time PCR system (Applied Biosystems™, Foster City, USA) using TB Green™ Premix Ex Taq™ II (TaKaRa, Shiga, Japan). Specific primers for the *CBL* and *CIPK* genes were designed using the IDT PrimerQuest online tool (https://sg.idtdna.com/PrimerQuest/Home/Index). An actin gene (*CiPaw.03G124400*) that used in previous studies was applied as an internal control for normalization [37]. Relative quantification of *CBL* and *CIPK* genes was determined by the 2^-∆∆Ct^ method [38]. The PCR cycling conditions were as follows: initial denaturation at 95 °C for 30 s, then 40 cycles of 95 °C for 5 s and 60 °C for 15 s.

### Transcriptome analysis

cDNA libraries were constructed and sequenced using an Illumina NovaSeq 6000 platform by Gene Denovo Biotechnology Co. (Guangzhou, China). The FPKM (fragments per kilobase per million of reads mapped) values of *CBL* and *CIPK* genes were calculated by RSEM software to quantify gene expression levels [39]. Sequence data have been uploaded to the NCBI (National Center for Biotechnology Information) database (https://www.ncbi.nlm.nih.gov/) under the accession number GSE179336 and PRJNA799663.

### Coexpression analysis

The Pearson correlation coefficient (PCC) values between different gene pairs of the two family members were calculated with SPSS Statistics 24 based on the expression data of *CiCBLs* and *CiCIPKs* during pecan response to drought treatment. A coexpression network was then built to investigate the relationship between *CiCBL* and *CiCIPK* genes based on PCCs, and the network was then visualized with Cytoscape version 3.8.2 software [40].

### Subcellular localization assays

To investigate the localization of selected *CiCIPKs*, the coding regions of *CiPaw.01G129000*, *CiPaw.07G161900* and *CiPaw.13G065400* were amplified using *Pfu* DNA polymerase (TransGen, Beijing, China), and the PCR products were cloned upstream of a GFP (green fluorescent protein) gene into the pBWA(V)HS vector driven by the 35S promoter (BioRun, Wuhan, China) to generate the constructs. The protoplasts were extracted from 3-week-old *Arabidopsis* seedlings and transformed according to the polyethylene glycol (PEG) method [41]. The transformed protoplasts were incubated at 24 °C for 15–18 h, and then the fluorescence signal was determined under a Nikon C2-ER confocal scanning microscope (Nikon, Kyoto, Japan). Each construct was tested and imaged in at least four protoplasts.

### Statistical analysis

Statistical analyses were carried out using SPSS 24 software. The results were shown as the means ± SE (standard errors) of three biological replicates. One-way ANOVA and Duncan’s multiple range test were selected to compare the significance of differences (*P* < 0.05).

## Results

### Genome-wide investigation of *CiCBL* and *CiCIPK* genes

After screening the pecan genome by domain confirmation, a total of 9 CBLs and 30 CIPKs were identified (Additional file 1: Table S1). Sequence analyses of the two gene family members showed that the full-length *CiCBL* genes varied from 2129 to 13,131 base pairs (bp), and *CiCIPK* genes varied from 1296 to 24,147 bp. The CiCBL and CiCIPK proteins consisted of 179–252/398–492 amino acids (aa), with the relative molecular weights (MWs) of CBLs ranging from 21,121.18 to 29,077.27 Da (Da), while the MWs of CIPKs ranged from 45,423.42 to 55,346.56 Da. Interestingly, the isoelectric points (pIs) of CBL proteins were conserved in pecan, which varied from 4.6 to 4.88, while the pIs of CIPKs varied from 5.67 to 9.39, and 86.67% (26/30) of them had high pIs (pI > 7). All 9 CBL and 30 CIPK proteins were hydrophilic with negative grand average of hydropathicity (GRAVY) values. Detailed information for the two gene family members is listed (Additional file 1: Table S1).

### Gene structural and conserved domain analysis of the pecan CBL and CIPK families

The evolutionary relationships of pecan CBLs and CIPKs were investigated according to phylogenetic trees, which were built using pecan and *Arabidopsis* protein sequences. Nine CiCBLs were divided into four clades (I–V), and Clade IV was composed of the maximum number of 4 members. Thirty CiCIPK proteins were also divided into five clades (A–E), and Clade E contained 16 CIPKs (Fig. 1). The classification result was consistent with previous reports in *Arabidopsis* [17, 42].

**Fig. 1:**
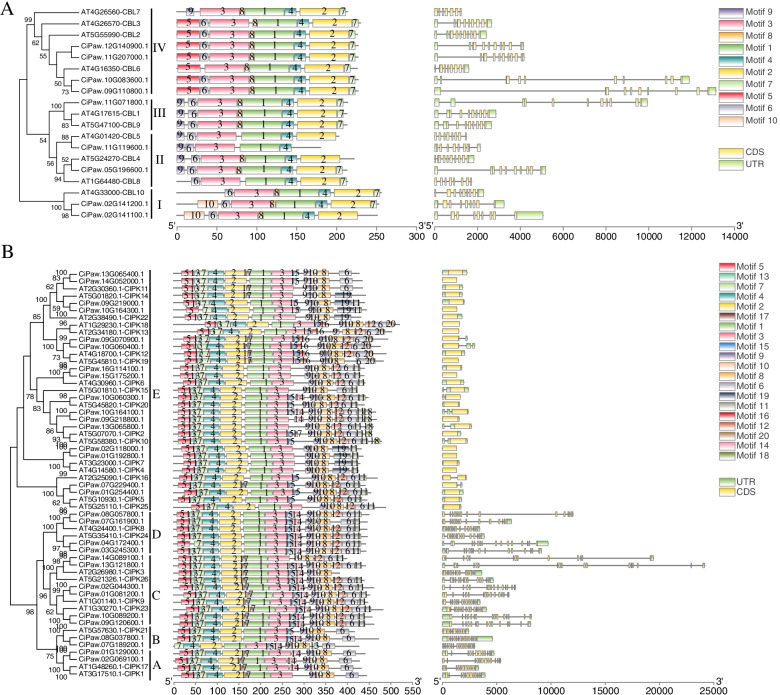
Phylogenetic relationship, gene structure and motif organization analyses of CBLs (**A**) and CIPKs (**B**) from pecan and *Arabidopsis*. The phylogenetic trees on the left included 19 CBL and 56 CIPK proteins from pecan and *Arabidopsis* and are divided into different clades. The conserved motifs are represented by different coloured boxes. Exon/intron structures of *CBL* and *CIPK* genes from pecan are also shown. Green boxes: untranslated regions; yellow boxes: exon regions; black lines: introns

Furthermore, the conserved motifs of CBL and CIPK proteins from pecan and *Arabidopsis* were visualized (Fig. 1). Ten different motifs with variable lengths were identified in CBLs from pecan and *Arabidopsis*, and all these proteins contained motifs 1, 3, and 4. Most genes in the same clade exhibited similar motif patterns; for example, CiPaw.02G141100 and CiPaw.02G141200 in clade IV possessed motif 10. Four CiCBLs in clade IV possessed motif 5 (Fig. 1A). The detailed sequence information of the 10 motifs is provided in Additional file 1: Table S2. Twenty conserved motifs were identified in CIPK proteins, and a similar phenomenon also occurred in the pecan CIPK gene family (Fig. 1B). Motifs 5, 13, 7, 4, 2, 1, and 3 at the N-terminus were composed of the catalytic kinase domain. Additionally, motif 9 was the NAF motif, which played a key role in interacting with CBL proteins (Additional file 1: Table S3) [4].

The gene structure analyses showed that each *CiCBL* gene contained multiple introns, which ranged from 7 to 9, while the intron numbers of *AtCBLs* ranged from 6 to 9, suggesting that the intron numbers were relatively conserved (Fig. 1A). However, we found that pecan *CIPK* genes could be divided into two main clusters: an intron-poor cluster (< 4 introns per gene) and an intron-rich cluster (> 10 introns per gene) [43, 44]. All the intron-poor *CiCIPK* genes that contained 0–2 introns were clustered to clade E; however, the intron-rich members containing 11–16 introns were gathered to the other four clades (A–D) (Fig. 1B).

CBLs are able to bind Ca^2+^ by EF-hands. After comparing the EF-hand motifs of AtCBL1, we also found that four EF-hand motifs existed in all 9 pecan CBL proteins (Fig. 2). Two CiCBLs (CiPaw.05G196600 and CiPaw.11G071800) contained a conserved N-terminal myristoylation site (MGCXXS/T), which might play roles in protein stability and aggregation [45]. CIPK proteins contain an N-terminal protein kinase domain and a NAF domain at the C-terminus. The CBL-CIPK signalling network is mediated by the conserved NAF domain, and our results revealed that the NAF domains in CIPK proteins were highly conserved with many identical residues between *Arabidopsis* and pecan (Additional file 2: Fig. S1).

**Fig. 2:**
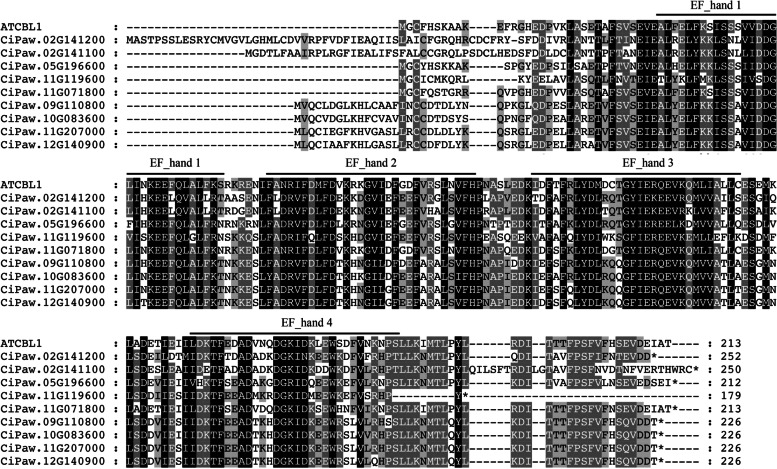
Domain analysis of pecan CBL proteins. Multiple sequence alignment was performed by ClustalW and illustrated by GeneDoc. The four EF-hand motifs were marked by overbars

### Chromosomal location and duplication events among pecan CBL and CIPK genes

Genome chromosomal location analyses revealed that 9 *CiCBLs* were distributed on six out of the sixteen chromosomes. Chromosome 11 contained the largest number of *CiCBL* genes, with three, chromosome 2 had two, and the other four were located on chromosomes 5, 9, 10, and 12 (Fig. 3). The 30 *CiCIPK* genes were unevenly mapped on 12 pecan chromosomes, except chromosomes 5, 6, 11, and 12. Specifically, chromosome 10 contained the maximum of 5 *CiCIPK* genes, followed by chromosomes 1 and 9, which both contained 4. In contrast, chromosomes 3, 4, 15 and 16 had only one *CiCIPK* gene (Fig. 3). These results suggested that genetic variations occurred during the evolutionary process of pecan.

**Fig. 3:**
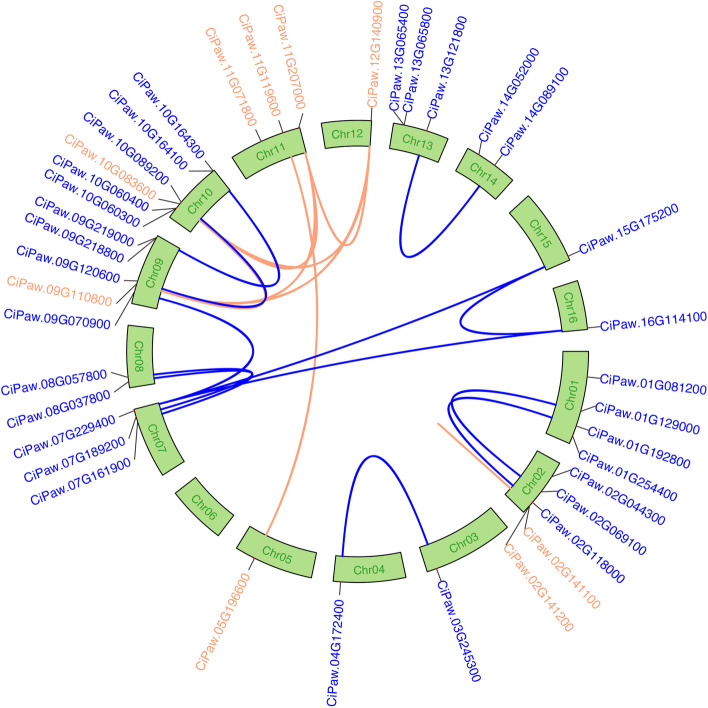
Circos figure for chromosomal locations and interchromosomal relationships of *CBL* and *CIPK* genes from pecan. The *CIPK* genes are marked in blue, and the *CBL* genes are marked in orange. The blue lines in the background represent the gene pairs in the CIPK family, and the orange lines indicate the gene pairs in the CBL family

Furthermore, MCScanX was applied to analyse the duplication events in the pecan CBL and CIPK gene families. In the pecan CBL gene family, seven segmental duplication events with 8 genes and one tandem duplication event were found, suggesting that most *CiCBL* genes were generated from segmental duplication (Additional file 1: Table S4). In addition, twelve segmental duplication events with 20 *CiCIPKs* were identified (Additional file 1: Table S4). The above results showed that segmental duplication events played a central role in the evolution of *CiCBL* and *CiCIPK* genes.

The synonymous (*Ks*) and nonsynonymous (*Ka*) duplication events were further calculated, and the ratio of *Ka*/*Ks* could be used to explore the selection pressures influencing sequence divergence (Additional file 1: Table S4). A value of *Ka*/*Ks* < 1 indicates negative selection, *Ka*/*Ks* > 1 indicates positive selection, and *Ka*/*Ks* = 1 indicates neutral selection. Amino acid replacements that increased fitness were retained by positive selection, whereas replacements that reduced fitness were removed by negative selection [37]. The *Ka*/*Ks* values of the segmental and tandem duplication events from pecan CBL and CIPK gene families ranged from 0.05 to 0.45, showing that these genes might experience strong negative selection (Additional file 1: Table S4).

### Comparative phylogenetic analyses of the CBL and CIPK families in different species

To elucidate the evolutionary relationships among the CBL and CIPK gene families in green algae and land plants, we retrieved candidates of family members from 14 plant genomes, including green algae (*B. braunii*), mosses (*P. patens*), liverworts (*M. polymorpha*), lycophytes (*S. moellendorffii*), basal angiosperms (*A. trichopoda*), monocots (*O. sativa*, *A. comosus*), and eudicots (*A. thaliana*, *B. platyphylla*, *C. illinoinensis*, *C. cathayensis*, *J. regia*, *P. trichocarpa*, and *S. purpurea*). In total, 106 CBL and 283 CIPK candidate proteins were identified from the 14 genomes and applied to construct phylogenetic trees of the CBL and CIPK families (Fig. 4). The numbers of CBLs in the 14 detected species ranged from 1 (*B. braunii*) to 14 (*S. purpurea*), while the numbers of CIPKs varied from 1 (*B. braunii*) to 35 (*O. sativa*, *S. purpurea*). We found that the number of CBLs was commonly smaller than that of CIPKs among these species, except *M. polymorpha*, which contained 3 CBL and 2 CIPK members (Additional file 1: Table S5).

**Fig. 4:**
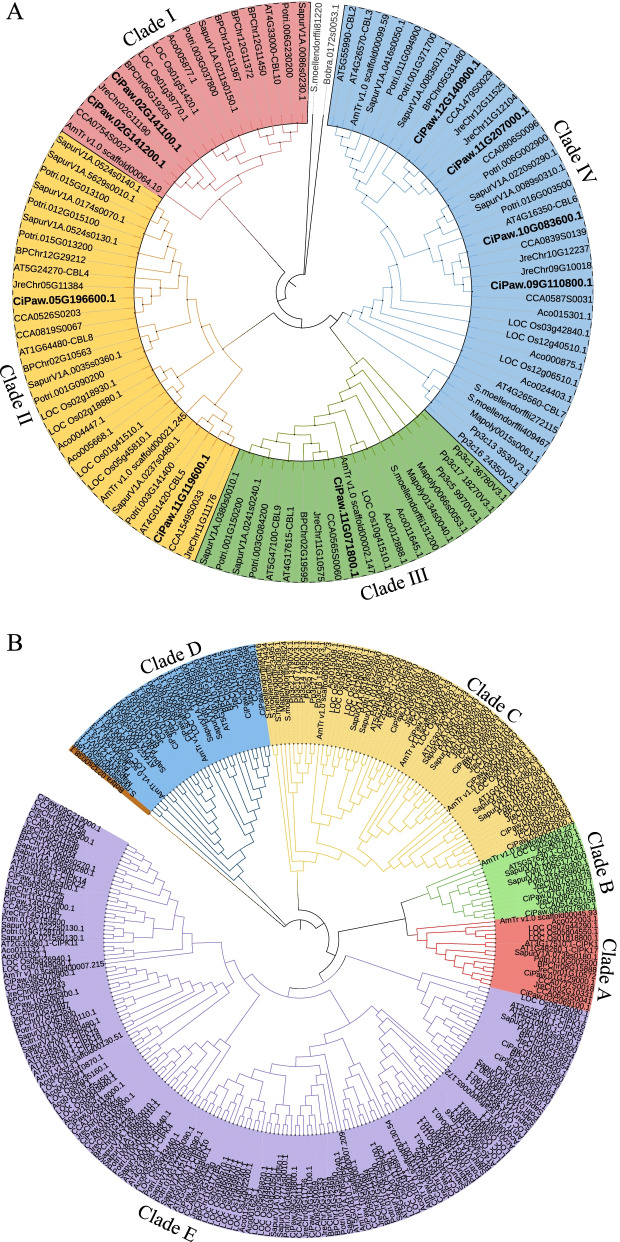
Phylogenetic relationships of the CBL (**A**) and CIPK (**B**) proteins of pecan with those of 13 plant species. The full-length CBL and CIPK protein sequences from *C. illinoinensis*, *C. cathayensis*, *J. regia*, *A. thaliana*, *B. braunii*, *M. polymorpha*, *P. patens*, *S. moellendorffii*, *A. trichopoda*, *O. sativa*, *A. comosus*, *B. platyphylla*, *P. trichocarpa*, and *S. purpurea* were used to build the phylogenetic tree with FastTree. The algae CBL and CIPK proteins were applied as outgroups. The clades are highlighted in different colours

Phylogenetic trees of CBLs and CIPKs were built after sequence alignment analysis. For the phylogeny of the CBL gene family (Fig. 4A), the phylogenetic tree was clearly divided into four clades, which was consistent with our previous results in Fig. 1A. Interestingly, CBL members in Clades I and II were all from seed plants, and CBLs in the moss and liverwort were all grouped in Clades III and IV. For the CIPK gene family (Fig. 4B), the phylogenetic tree was classified into five clades, which was also consistent with previous results (Fig. 1B). The intron-poor CIPK genes were all categorized in Clade E and first appeared in *A. trichopoda*, the basal angiosperm (Fig. 4B). However, *CIPK* genes in the moss, liverwort, and lycophyte all contained multiple introns, which were grouped in Clades C and D.

### Expression profiling of *CiCBL* and *CiCIPK* genes in different pecan tissues

The expression profile of a gene might help to elucidate its biological function. To determine the temporal and spatial expression levels of the pecan *CBL* and *CIPK* genes, we investigated the expression profiles of *CiCBLs* and *CiCIPKs* using RNA-Seq data of six different tissues of pecan, including seeds, roots, leaves, young fruits, staminate flowers, and pistillate flowers (Fig. 5). Among the nine *CiCBL* genes, three Clade IV members, *CiPaw.09G110800*, *CiPaw.10G083600* and *CiPaw.12G140900*, exhibited similar expression patterns in different tissues, and the remaining member, *CiPaw.11G207000,* was highly expressed in all six tissues (Fig. 5A). Other *CiCBLs* showed tissue-specific expression patterns. Surprisingly, *CiPaw.02G141100* and *CiPaw.02G141200* in Clade I both showed high expression levels in the staminate flower, indicating that they might function in the development of staminate flowers in pecan. *CiPaw.05G196600* had high expression levels in leaf and seed tissues; however, *CiPaw.11G119600* was expressed at low levels in all detected tissues.

**Fig. 5:**
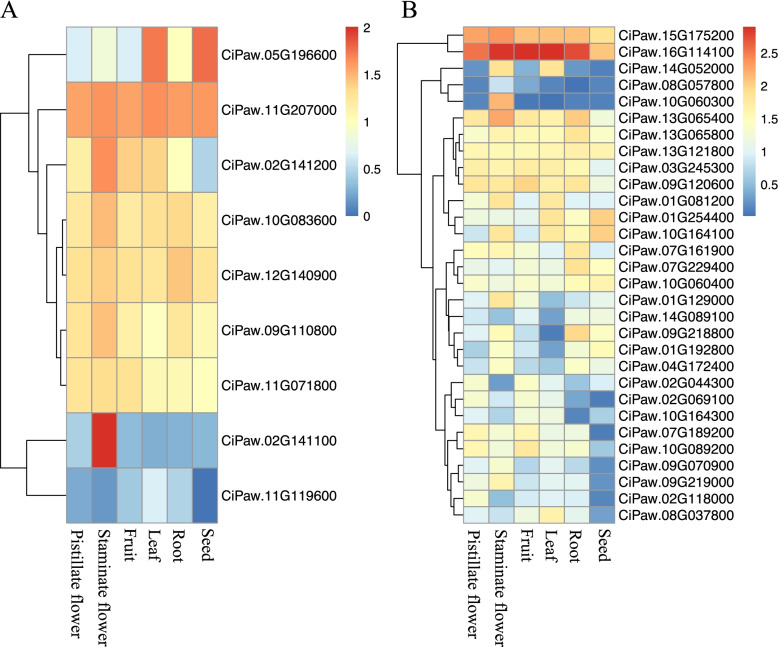
Hierarchical clustering of expression levels of pecan *CBL* and *CIPK* genes in different tissues. **A** Expression patterns of *CBL* genes in various pecan tissues. **B** Expression patterns of *CIPK* genes in various pecan tissues. Heatmaps of *CiCIPK* and *CiCBL* genes were built based on log _10_ (FPKM+ 1) values using R language

The expression data of thirty *CiCIPK* genes in six tissues showed that different genes exhibited different expression patterns (Fig. 5B). Two CIPK genes (*CiPaw.15G175200* and *CiPaw.16G114100*) generated from segmental duplication both exhibited high expression levels in all tissues. The majority of CIPK genes exhibited tissue-specific expression patterns, suggesting that they play roles in different biological processes. For example, *CiPaw.10G060300* was highly expressed only in staminate flowers, and *CiPaw.08G037800* exhibited high expression levels in leaves. *CiPaw.09G218800*, *CiPaw.01G192800*, and *CiPaw.04G172400* showed relatively high expression levels in the root, seed, and staminate flower tissues.

### Expression patterns and coexpression networks of *CiCBL* and *CiCIPK* genes in response to drought

Drought is one of the most important environmental stress problems that inhibit plant growth [14]. As a positive role in plants response to drought, proline was significantly accumulated in pecan seedlings under drought, especially after treatment for 6 d (Additional file 2: Fig. S2A). The accumulation of reactive oxygen species (ROS) has been found to be stimulated in plants under drought stress, resulting in oxidative stress. Plants were protected against the negative effects of ROS by a complex antioxidant system including SODs, which play a crucial role in the removal of ROS [46]. To investigate the SODs responsible for the scavenging of ROS, the activity of SOD was tested in pecan seedlings after drought treatment, and we found the SOD activity also increased significantly (Additional file 2: Fig. S2B).

The CBL-CIPK module has been reported to be involved in the response to environmental stresses, especially drought stress [42, 47]. 

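Grafted seedlings of the pecan cultivar Pawnee were left without water in a growth chamber, and leaves were taken every 3 d from 0 d to 15 d. At each of these 6 time points 3 leaf libraries were sequenced, each from the leaves of at least 3 plants, which gives 18 libraries. The libraries of 0 d are the control, and no library of watered seedlings from a later day is among the 18 analysed here. The authors estimated the level of each gene with RSEM, which divides reads that align to several genes among these genes, so the values of any genes that share reads depend on that division. They deposited the values as FPKM (fragments scaled to transcript length and to all fragments mapped in the library), rounded to 2 decimals, for 31074 genes, of which 3850 are listed at 0 in every library. The FPKM of a library summed to between 545598 and 587063, with a median of 559760. The median sum was 584623 at 0 d, 567164 at 3 d, 547733 at 6 d, 549575 at 9 d, 546311 at 12 d and 561529 at 15 d. FPKM does not keep the number of reads. The depth of each library relative to the deepest was therefore estimated from the steps between the low values of 2966 genes. It was lowest in 3 d replicate 2, at 0.726 of the depth of 0 d replicate 1, and its median was 0.793 at 0 d, 0.815 at 3 d, 0.847 at 6 d, 0.819 at 9 d, 0.986 at 12 d and 0.900 at 15 d.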

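The table lists 31072 genes under identifiers that begin with CIL and 2 under MSTRG, and none under the CiPaw names of the paper. Each name printed in Fig. 6 was therefore assigned to the gene of the table whose means on the 6 days, as log10(FPKM + 1), equal the 6 printed values after rounding. Exactly 1 gene did so for each of the 38 names. The largest deviation of an assigned gene was 0.0050, and the next closest gene deviated by 0.00703 or more. The day means of these genes are thus fixed by Fig. 6, whereas the spread between libraries is not. The tests and the correlations draw on both. Differences from 0 d were tested with limma on log2(FPKM + 1), with one mean per day over the 18 libraries and Benjamini-Hochberg adjustment over the 24443 genes with a mean FPKM of at least 0.1. A gene was called at an adjusted p under 0.05. Fold changes on this scale understate the change of genes with low FPKM. No scaling between libraries was added to the FPKM values, and quantile normalization and median-ratio scaling served as alternatives. An exact test of 3 libraries against 3 cannot give a p below 0.1, so each call rests on the spread that limma estimates from all 18 libraries. The correlation of log2(FPKM + 1) between libraries of one day ranged from 0.862, for replicates 2 and 3 of 12 d, to 0.992, for replicates 1 and 2 of 15 d.

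**Figure D1:**
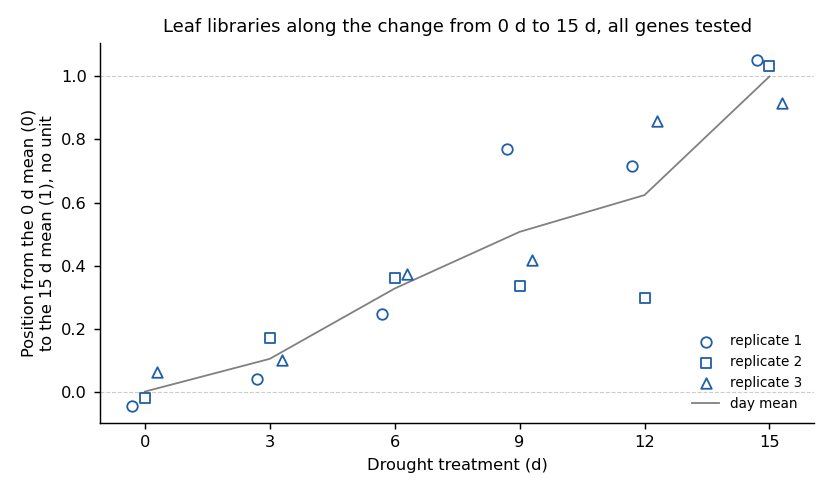
Each point is 1 of the 18 leaf libraries, plotted by days of drought treatment (horizontal axis) and by its position along the change from the mean of the 0 d libraries (0) to the mean of the 15 d libraries (1) over all genes tested (vertical axis, no unit), with marker shapes for replicate numbers and a grey line through the day means. At 9 d, replicate 1 lies at 0.769 and the other libraries at 0.335 and 0.417, and at 12 d, replicate 2 lies at 0.299 and the other libraries at 0.715 and 0.858.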

To investigate the roles of *CiCBLs* and *CiCIPKs* in response to drought, their expression profiles were analysed using RNA-Seq datasets. In total, 9 available *CBL* and 29 *CIPK* genes showed their expression patterns under drought stress (Fig. 6). 

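Of these 38 genes, 37 had a mean FPKM of at least 0.1 and were tested. The remaining gene, *CiPaw.10G060300*, reached at most 0.23 FPKM in any library. At 3 d, limma called 0 of the 37 genes, and 4 had an unadjusted p under 0.05. The number called was 5 at 6 d, 11 at 9 d, 18 at 12 d and 25 at 15 d. Adjusted over the genes of the families alone, it was 0 at 3 d, 5 at 6 d, 15 at 9 d and 19 at 12 d. The moderated F-test of limma over all days called 27 genes, 8 *CBL* and 19 *CIPK* genes. These counts moved most at 6 d, where 1 gene was called when a log2 fold change of at least 1 was also required. Of the 39 genes in Table S1, *CiPaw.09G120600* is not shown in Fig. 6 and was not analysed here.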

Two *CiCBL* genes (*CiPaw.02G141100* and *CiPaw.11G119600*) showed low expression levels under drought treatment, and *CiPaw.05G196600* and *CiPaw.11G207000* gradually decreased and showed the lowest expression levels after 15 days of drought application (Fig. 6A). In contrast, *CiPaw.09G110800* and *CiPaw.11G071800* were gradually upregulated by drought at different time points. 

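*CiPaw.02G141100*, a Clade I gene on chromosome 2 with 10 exons, had 0.0433 ± 0.0751 FPKM (SD, n = 3) at 0 d, its highest mean of 4.77 ± 3.49 FPKM at 9 d and 3.01 ± 2.17 FPKM at 15 d. At 15 d its log2 fold change was 1.81 (standard error 0.65, adjusted p = 0.0278 from limma), and it was no longer called in 5 of the 18 fits that each left out one library. *CiPaw.11G119600*, in Clade II on chromosome 11 with 9 exons, had 2.91 ± 0.388 FPKM (SD, n = 3) at 0 d and 0.323 ± 0.0551 FPKM at 15 d, a log2 fold change of -1.56 (standard error 0.35, adjusted p = 0.00158 from limma). *CiPaw.05G196600*, in Clade II on chromosome 5 with 9 exons, had 49.4 ± 16.0 FPKM (SD, n = 3) at 0 d, 35.6 ± 17.1 at 3 d, 21.3 ± 4.88 at 6 d, 8.21 ± 1.67 at 9 d, 7.87 ± 2.52 at 12 d and 5.92 ± 1.35 at 15 d. The fall by 3 d was within the spread between libraries (log2 fold change -0.51, standard error 0.32, adjusted p = 0.589 from limma), and the gene was called from 6 d (log2 fold change -1.15, adjusted p = 0.030). At 15 d its log2 fold change was -2.84 (standard error 0.32, adjusted p = 1.40e-05). *CiPaw.11G207000*, in Clade IV on chromosome 11 with 10 exons, had 31.6 ± 1.57 FPKM (SD, n = 3) at 0 d, 31.5 ± 1.28 at 3 d, 19.9 ± 1.46 at 6 d, 16.2 ± 2.16 at 9 d, 13.6 ± 1.36 at 12 d and 10.1 ± 0.955 at 15 d. On the log2 scale it changed by -0.01 at 3 d (adjusted p = 0.999), -0.64 at 6 d (adjusted p = 0.00355) and -1.56 at 15 d (standard error 0.12, adjusted p = 2.31e-06 from limma). For both genes every library of 15 d lay below every library of 0 d.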

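*CiPaw.09G110800*, a Clade IV gene on chromosome 9 with 10 exons, had 4.44 ± 0.0503 FPKM (SD, n = 3) at 0 d, 6.78 ± 0.363 at 3 d, 7.2 ± 1.73 at 6 d, 8.83 ± 1.91 at 9 d, 8.78 ± 1.33 at 12 d and 9.96 ± 2.25 at 15 d. The rise was not called at 3 d (0.52, adjusted p = 0.403 from limma) or 6 d (0.57, adjusted p = 0.0816). It was called at 9 d (0.84, adjusted p = 0.0115) and 15 d (0.99, standard error 0.21, adjusted p = 9.91e-04). *CiPaw.11G071800*, in Clade III on chromosome 11 with 9 exons, had 8.51 ± 1.5 FPKM (SD, n = 3) at 0 d, 8.29 ± 0.808 at 3 d, 10.9 ± 1.62 at 6 d, 15.9 ± 5.29 at 9 d, 20.4 ± 2.67 at 12 d and 24.9 ± 3.02 at 15 d. The difference from 0 d was called from 9 d (log2 fold change 0.80, adjusted p = 0.0122 from limma) and was 1.45 on the log2 scale at 15 d (standard error 0.20, adjusted p = 4.35e-05). Median-ratio scaling gave log2 fold changes at 15 d of 1.32 for *CiPaw.09G110800* and 1.80 for *CiPaw.11G071800*. Table S4 pairs *CiPaw.09G110800* with *CiPaw.10G083600*, *CiPaw.11G207000* and *CiPaw.12G140900* as duplicates, and whether reads aligned to several of them was not tested.

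**Figure D2:**
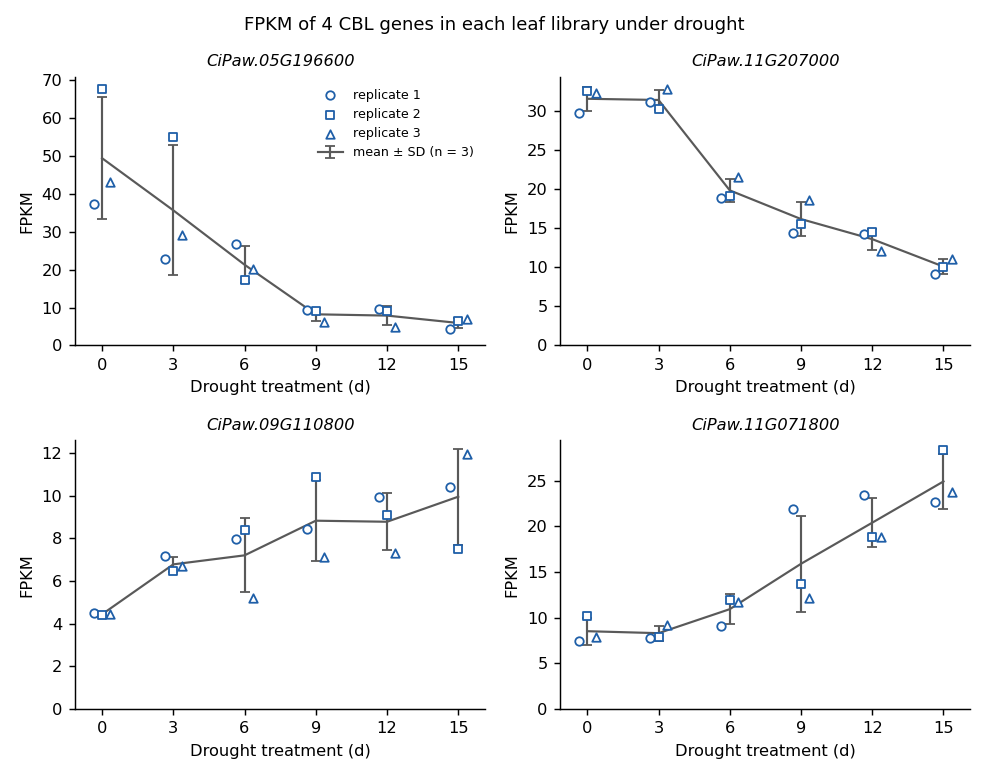
FPKM (vertical axis) of 4 *CBL* genes against days of drought treatment (horizontal axis). Markers are single leaf libraries, with shapes for replicate numbers, and grey lines and bars give the mean ± SD of 3 libraries. *CiPaw.05G196600* and *CiPaw.11G207000* fall to 5.92 and 10.1 FPKM at 15 d, whereas *CiPaw.09G110800* and *CiPaw.11G071800* rise to 9.96 and 24.9 FPKM, the same directions as with quantile normalization and median-ratio scaling.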

Twenty-nine *CiCIPK* genes showed various expression patterns in pecan subjected to drought stress (Fig. 6B). 

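Of the 28 *CIPK* genes tested, limma called 11 as higher at 15 d than at 0 d and 6 as lower, and 11 were not called. Adjusted over the genes of the families alone, 12 were higher and 6 lower. Requiring a log2 fold change of at least 1 moved these counts most, to 9 higher and 4 lower. The sign of the log2 fold change was positive in 14 genes and negative in 14 with FPKM as deposited, 15 and 13 after quantile normalization, and 20 and 8 after median-ratio scaling. The median log2 fold change of all genes tested was -0.24 with FPKM as deposited and -0.03 after median-ratio scaling, so the genes that changed sign are those with small changes. Before 15 d, 3 *CIPK* genes were higher at 6 d, 2 were higher and 3 lower at 9 d, and 7 were higher and 5 lower at 12 d. The mean FPKM over the 18 libraries ranged from 0.0228 for *CiPaw.10G060300* to 683 for *CiPaw.16G114100*.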

Six *CiCIPKs* were expressed at low levels, while three genes were downregulated. 

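Day means stayed below 9 FPKM on every day in 6 *CIPK* genes, *CiPaw.08G057800*, *CiPaw.10G060300*, *CiPaw.02G044300*, *CiPaw.14G089100*, *CiPaw.01G192800* and *CiPaw.04G172400*. The limit of 9 FPKM was read off the values printed in Fig. 6, and with a limit of 5 FPKM 5 genes remained, without *CiPaw.02G044300*. With a mean below 9 FPKM over all 18 libraries there were 9 genes, with *CiPaw.09G218800*, *CiPaw.02G069100* and *CiPaw.09G219000* in addition. Of these 6 genes, limma called *CiPaw.14G089100* as higher at 15 d (log2 fold change 1.12, adjusted p = 0.00340). It called *CiPaw.02G044300* (log2 fold change -2.39, adjusted p = 0.00257) and *CiPaw.04G172400* (-0.98, adjusted p = 9.58e-04) as lower, the latter not after quantile normalization (adjusted p = 0.0510, with adjusted p from 3.95e-04 to 0.0510 over all alternatives). Of the 23 other *CIPK* genes, 4 were called as lower at 15 d. *CiPaw.14G052000*, on chromosome 14 with 1 exon, had 69.4 ± 45.3 FPKM (SD, n = 3) at 0 d, 89.3 ± 48.2 at 3 d and 3.98 ± 1.06 at 15 d. Its log2 fold change was -3.65 (standard error 0.66, adjusted p = 3.38e-04 from limma), and its spread between libraries of one day was the second largest of the 37 genes tested. *CiPaw.08G037800* fell from 39.3 ± 6.58 to 11.6 ± 0.987 FPKM (SD, n = 3), a log2 fold change of -1.67 (standard error 0.21, adjusted p = 2.67e-05 from limma). *CiPaw.02G069100* fell from 10.8 ± 2.79 to 2.69 ± 0.515 FPKM (SD, n = 3), a log2 fold change of -1.66 (standard error 0.34, adjusted p = 9.04e-04 from limma). *CiPaw.03G245300* fell from 43.6 ± 5.46 to 30.6 ± 1.69 FPKM (SD, n = 3), a log2 fold change of -0.49 (standard error 0.12, adjusted p = 0.00345 from limma). It was not called after median-ratio scaling (log2 fold change -0.14, adjusted p = 0.340, with adjusted p from 0.00198 to 0.340 over all alternatives).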

Most of the remaining *CIPK* genes were upregulated, ten of which gradually increased and peaked at 15 days of drought application.

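Of the 23 *CIPK* genes outside the low set, limma called 10 as higher and 4 as lower at 15 d, and 9 were not called. Over all *CIPK* genes, 10 were both called as higher and had their highest day mean at 15 d. The other called gene, *CiPaw.02G118000*, was highest at 12 d, with 76.9 ± 44.1 FPKM (SD, n = 3) against 62.0 ± 10.9 at 15 d. A further gene with its highest mean at 15 d, *CiPaw.08G057800*, had an adjusted p of 0.0589 and was called after median-ratio scaling and after quantile normalization. The day mean rose from each day to the next in 3 *CIPK* genes, *CiPaw.09G218800*, *CiPaw.01G129000* and *CiPaw.07G161900*. *CiPaw.09G218800*, on chromosome 9 with 1 exon, had 0.197 ± 0.162 FPKM (SD, n = 3) at 0 d, 4.68 ± 5.12 at 12 d and 11.4 ± 1.24 at 15 d, a log2 fold change of 3.38 (standard error 0.52, adjusted p = 1.01e-04 from limma). *CiPaw.07G189200* rose from 12.3 ± 6.00 to 50.7 ± 1.27 FPKM (SD, n = 3), a log2 fold change of 2.04 (standard error 0.38, adjusted p = 4.45e-04). *CiPaw.10G164300* rose from 16.0 ± 2.03 to 53.1 ± 5.04 FPKM (SD, n = 3), a log2 fold change of 1.67 (standard error 0.42, adjusted p = 0.00358). *CiPaw.09G070900* and *CiPaw.13G065800* had log2 fold changes of 1.37 (adjusted p = 3.95e-04) and 0.77 (adjusted p = 0.00110). The smallest called rise was that of *CiPaw.10G164100*, 0.54 on the log2 scale (standard error 0.22, adjusted p = 0.0492), which lost its call in 13 of the 18 fits without one library.

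**Figure D3:**
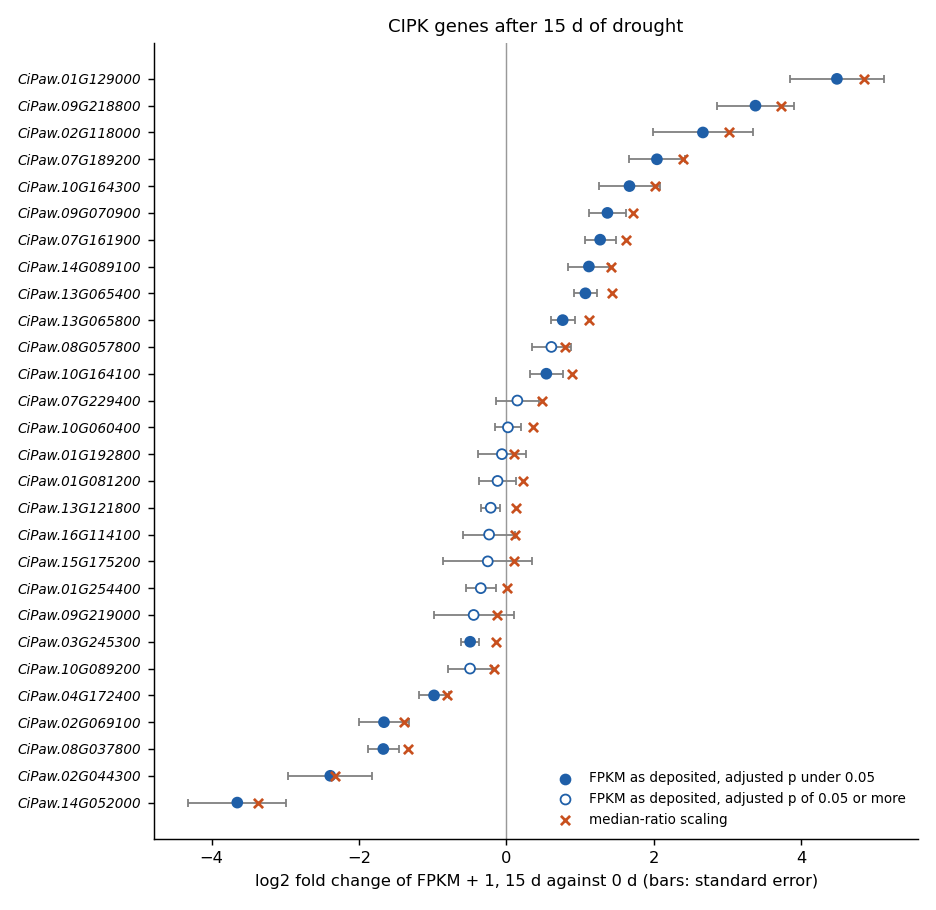
Log2 fold change of FPKM + 1 at 15 d against 0 d (horizontal axis) for the 28 *CIPK* genes tested (vertical axis). Circles are FPKM as deposited, filled at an adjusted p under 0.05 from limma, bars are standard errors, and crosses are values after median-ratio scaling. With FPKM as deposited 14 genes lie above 0 and 14 below, and with median-ratio scaling 20 lie above and 8 below.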

**Fig. 6:**
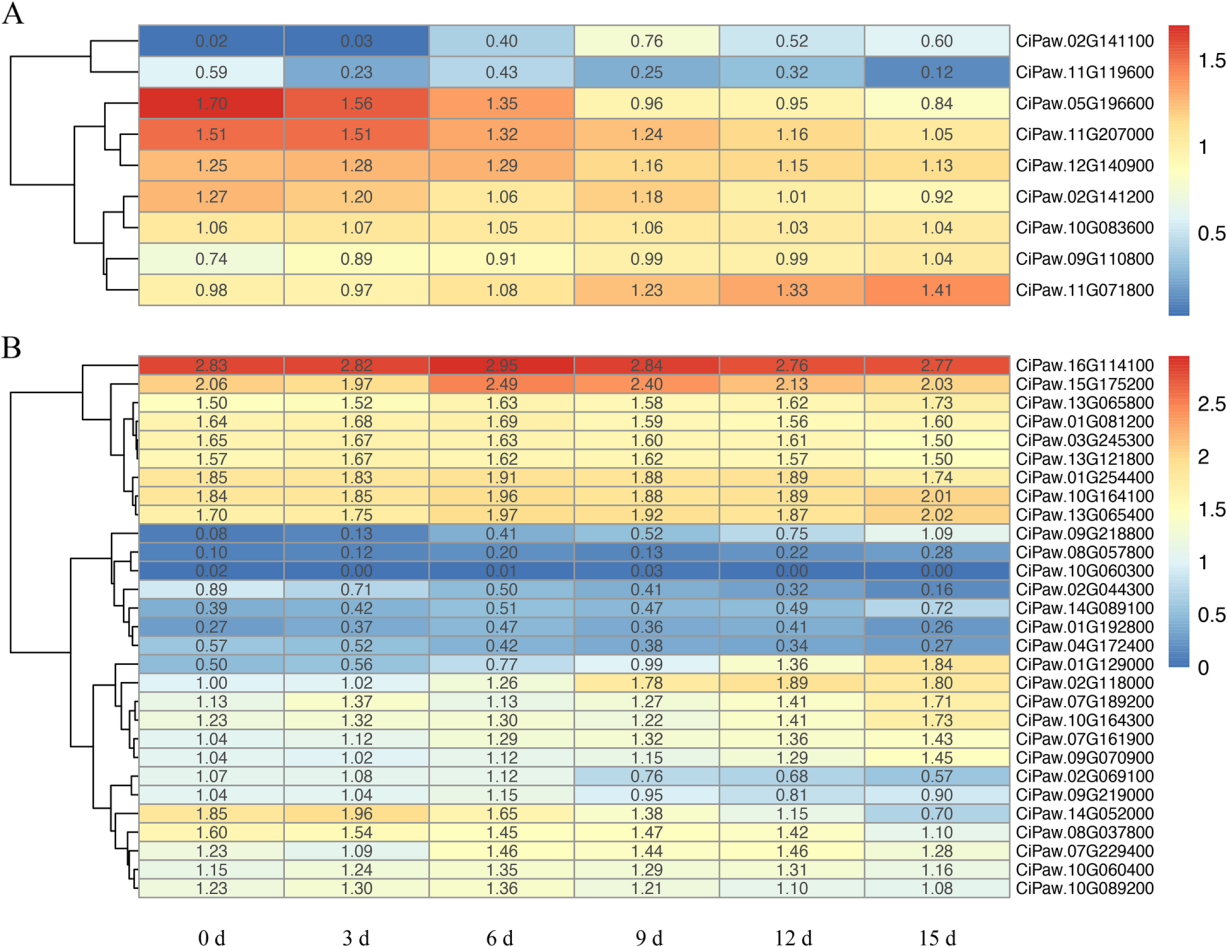
Hierarchical clustering of expression levels of pecan *CBL* and *CIPK* genes in response to drought. **A** Expression patterns of *CBL* genes under drought. **B** Expression patterns of *CIPK* genes under drought. Heatmaps of *CiCIPK* and *CiCBL* genes were built based on log _10_ (FPKM+ 1) values using R language

A coexpression network was further built to explore the mutual relationships of pecan *CBL* and *CIPK* genes by analysing their transcript levels under drought. Within the network, 34 nodes (9 *CBLs* and 25 *CIPKs*) and 172 edges were found, and 17 nodes contained more than ten edges, suggesting that these nodes were tightly correlated (Additional file 2: Fig. S3). 

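Pearson correlations were computed on FPKM over the 18 libraries for all pairs of the 38 genes, with a permutation p from 100000 permutations for each pair. An edge was a pair with an r of at least 0.6 in size and a permutation p under 0.05. This gave 172 edges among 34 genes, 9 *CBL* and 25 *CIPK* genes, and 17 genes had more than 10 edges. All 172 edges had a Benjamini-Hochberg adjusted p under 0.05 over all pairs, with a largest value of 0.0473. Without the limit on r, 205 pairs had an adjusted p under 0.05. Edges joined a *CBL* and a *CIPK* gene in 58 pairs and *CBL* genes in 12 pairs, and all other edges were between *CIPK* genes. After *CiPaw.11G071800*, the genes with the most edges were *CiPaw.11G207000*, *CiPaw.07G161900*, *CiPaw.09G070900* and *CiPaw.08G037800*, with 19 each. No edge was found for *CiPaw.10G060400*, *CiPaw.10G060300*, *CiPaw.01G254400* and *CiPaw.01G192800*. With any one library left out, 76.2% of the edges kept an r of at least 0.6 in size. The stricter limit of 0.8 moved the network most and left 36 edges. Because all libraries of a day share its treatment, the correlations were also computed after the mean of each day had been subtracted. Then 93 pairs passed the same limits, of which 38 were among the 172 edges with the same sign, and 0 genes had more than 10 edges. Fewer than 18 values are free after this subtraction, and the limits make no allowance for it. Pairs thus pass them more easily by chance than over all libraries. From the number of edges per gene, the paper proposes that the highly connected genes are tightly correlated.

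**Figure D4:**
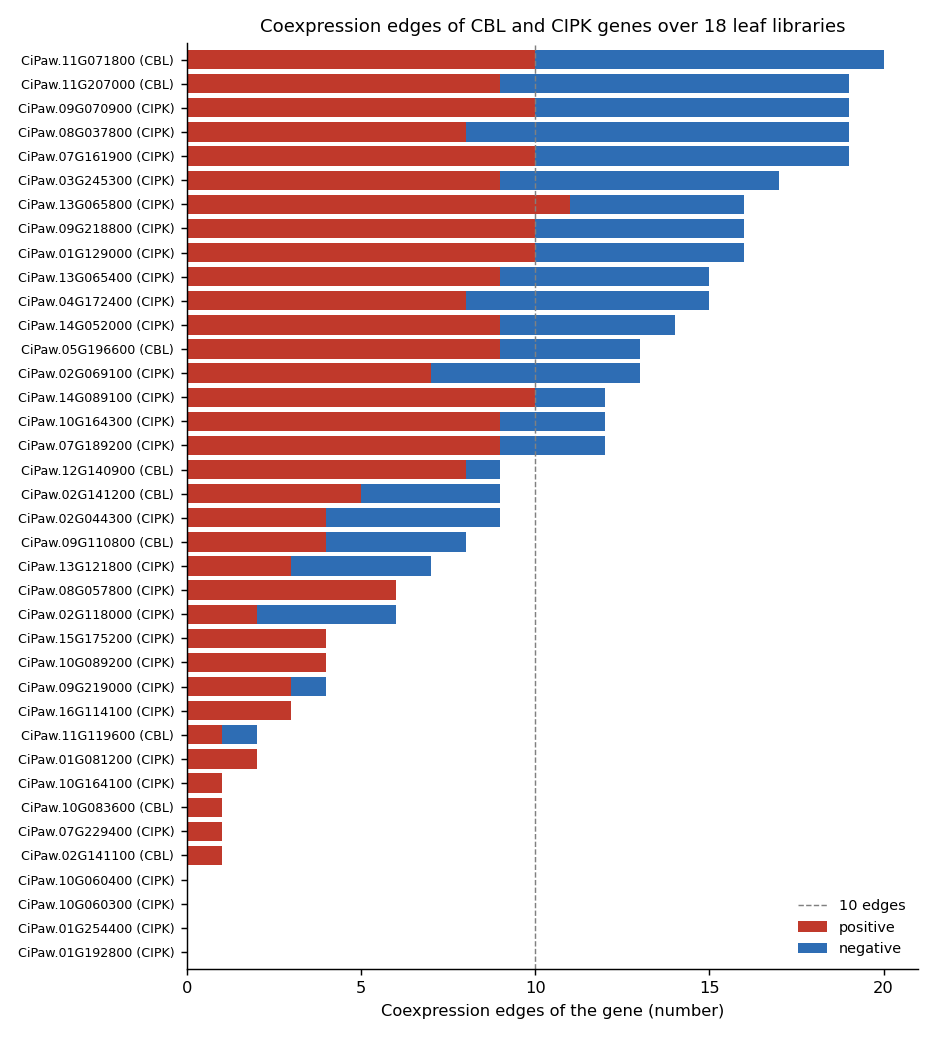
Number of coexpression edges (horizontal axis) of each *CBL* and *CIPK* gene (vertical axis) over the 18 leaf libraries, as stacked bars of positive and negative correlations, with a dashed line at 10 edges. *CiPaw.11G071800* has 20 edges, 10 positive and 10 negative, and 17 genes pass the dashed line.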

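Of the 37 correlations of *CiPaw.11G071800* with the other family genes, 20 were edges, 10 positive and 10 negative. Its FPKM rose together with that of *CiPaw.07G161900* over the 18 libraries, with a Pearson r of 0.859 (permutation p = 2.0e-05, adjusted p = 7.40e-04 over all pairs) and a Spearman rho of 0.878 (permutation p = 1.0e-05, the smallest that 100000 permutations can give, adjusted p = 5.02e-04). Without 15 d replicate 2 and 15 d replicate 3, the libraries farthest from its median FPKM, r was 0.817. Within days, r was 0.577 (permutation p = 0.0134). The strongest negative correlation was with *CiPaw.11G207000*, with r of -0.861 (permutation p = 3.0e-05, adjusted p = 8.79e-04), a rho of -0.872 (permutation p = 1.0e-05, adjusted p = 5.02e-04) and r of -0.845 without the same libraries. This relation did not hold within days (r of -0.138, permutation p = 0.588). The correlation within days was largest for *CiPaw.02G118000*, at 0.861 against 0.806 over all libraries. At 9 d, replicate 1 was the highest for both genes. It had 141.4 FPKM of *CiPaw.02G118000* against 12.0 and 23.0, and 21.9 FPKM of *CiPaw.11G071800* against 13.7 and 12.1. The correlation within days may rest largely on this library, and it was not computed without it. After the day means had been subtracted, *CiPaw.11G071800* had 6 edges, all with *CIPK* genes. Of these partners, only *CiPaw.02G118000* was also among its 20 edges over all libraries.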

*CiPaw.11G071800* contained the maximum numbers of edges, which included 5 *CBLs* and 15 *CIPKs*. 

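*CiPaw.08G037800* and *CiPaw.11G207000*, which fell under drought, had 11 and 10 negative edges, and their positive edges numbered 8 and 9. The smallest r of an edge was 0.602 in size. Under the alternatives tried, the number of positive edges was lowest with an r of at least 0.8 in size, at 29, and that of negative edges ranged from 7 under this limit to 93 on log10(FPKM + 1). Of the pairs that correlated within days, 75 were positive and 18 negative.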

According to the 172 coexpression events, 105 exhibited significantly positive correlations, and the remaining 67 exhibited significantly negative correlations.

To validate the reliability of the RNA-Seq data, qRT–PCR was applied to analyse the expression levels of pecan *CBL* and *CIPK* genes under drought stress. Based on the RNA-Seq and coexpression results, 5 *CiCBL* and 10 *CiCIPK* genes were selected for further confirmation after drought stress was imposed (Fig. 7). The specific primers used in the study were listed in Additional file 1: Table S6. 

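In the leaf libraries, the *CBL* genes *CiPaw.02G141200*, *CiPaw.05G196600*, *CiPaw.11G207000* and *CiPaw.12G140900* had lower FPKM at 15 d than at 0 d, and *CiPaw.11G071800* had higher FPKM. *CiPaw.02G141200* is a Clade I gene on chromosome 2 and a duplicate of *CiPaw.02G141100* in Table S4. It had 17.6 ± 0.601 FPKM (SD, n = 3) at 0 d, 14.7 ± 5.28 at 3 d and 10.5 ± 3.45 at 6 d. Its mean was higher again at 9 d, 14.1 ± 3.80, and then 9.31 ± 0.717 at 12 d and 7.32 ± 1.44 at 15 d. Its log2 fold change at 15 d was -1.17 (standard error 0.26, adjusted p = 0.00152 from limma). *CiPaw.12G140900*, a Clade IV gene on chromosome 12, had 16.6 ± 0.754 FPKM (SD, n = 3) at 0 d, its highest mean of 18.4 ± 1.54 at 6 d, 13.2 ± 1.41 at 12 d and 12.5 ± 1.75 at 15 d. At 15 d the log2 fold change was -0.39 (standard error 0.15, adjusted p = 0.0421 from limma). It was -0.06 after median-ratio scaling (adjusted p = 0.813, with adjusted p from 0.0222 to 0.813 over all alternatives) and was not called in 6 of the 18 fits without one library. In the supplement, 3 of these genes, *CiPaw.11G071800*, *CiPaw.11G207000* and *CiPaw.12G140900*, are listed with the same primer pair. The qRT-PCR values were not analysed here.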

As shown in Fig. 7A, the expression patterns of five *CiCBL* genes were consistent with the previous RNA-Seq results (Fig. 6). Four *CiCBLs* were downregulated, while *CiPaw.11G071800* was significantly induced after 12 and 15 d of drought treatment. The expression patterns of 90% *CiCIPKs* were consistent between RNA-Seq and qRT–PCR results, except for *CiPaw.14G052000*, which exhibited different expression patterns (Fig. 7B). 

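In the RNA-Seq libraries, limma called 7 of the 10 *CIPK* genes of Fig. 7B as higher and 2 as lower at 15 d. The 2 lower genes were *CiPaw.14G052000* and *CiPaw.08G037800*. *CiPaw.01G081200* was not called on any day. Its FPKM was 42.5 ± 7.83 (SD, n = 3) at 0 d and 38.6 ± 1.08 at 15 d, a log2 fold change of -0.12 (standard error 0.25, adjusted p = 0.706 from limma) that became 0.23 after median-ratio scaling. The FPKM of *CiPaw.14G052000* in replicates 1, 2 and 3 was 53.4, 34.4 and 120.6 at 0 d and 56.8, 144.7 and 66.6 at 3 d. Its day mean was highest at 3 d, with a log2 fold change of 0.43 (standard error 0.66, adjusted p = 0.864 from limma). The fall was called at 12 d (log2 fold change -2.35, adjusted p = 0.0159) and 15 d. *CiPaw.02G118000*, which had the largest spread between libraries of one day among the 37 genes tested, had a log2 fold change of 2.67 at 15 d (standard error 0.68, adjusted p = 0.00380 from limma).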

Unlike *CiCBLs*, most *CIPK* genes were enhanced by drought treatment, especially after 15 d of treatment, indicating that they might play roles in the response to drought. For example, *CiPaw.01G129000* was gradually upregulated under drought stress and displayed the highest expression level at 15 days after treatment, which was more than 40-fold higher than that of the control (0 d).

**Fig. 7:**
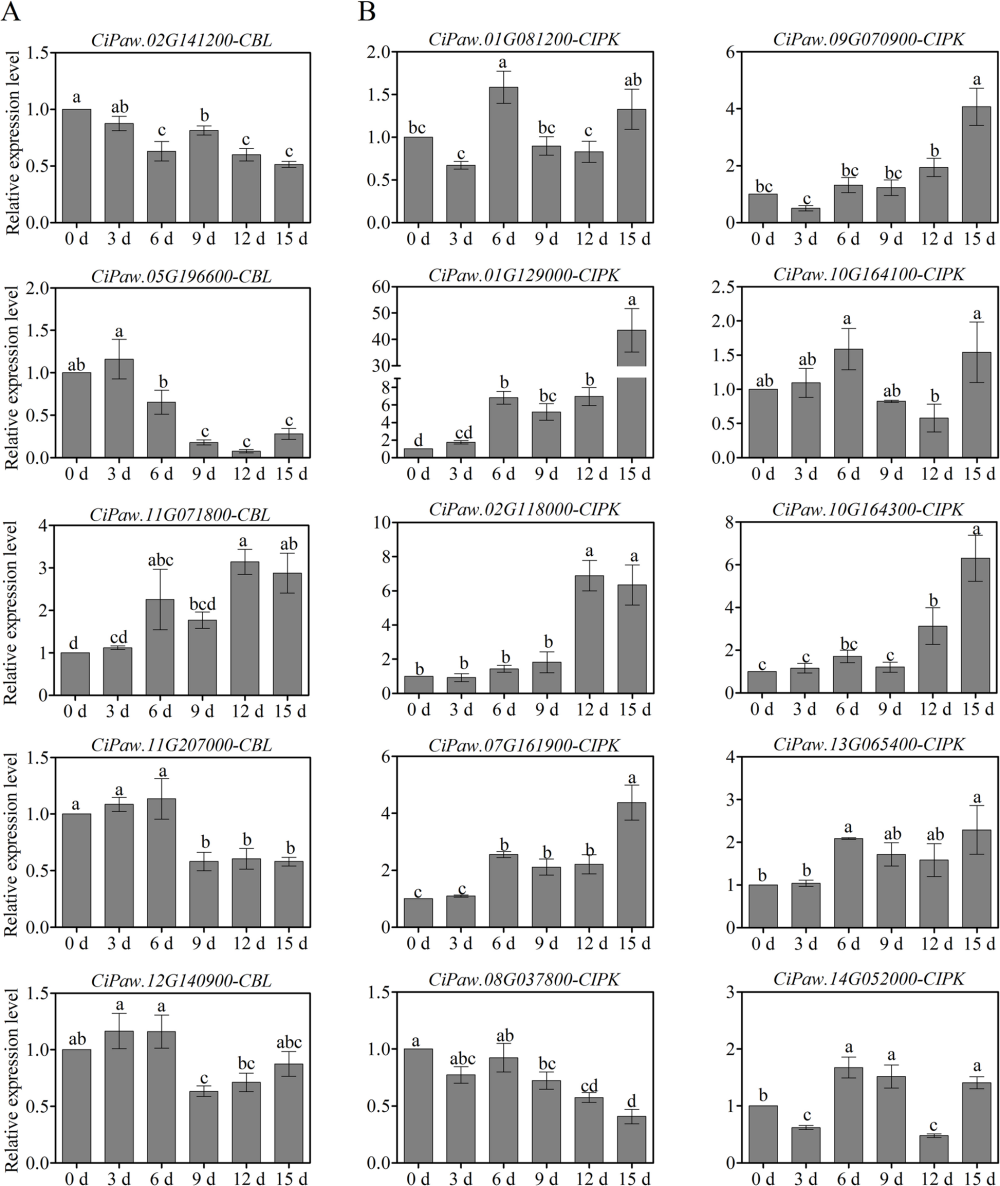
Expression analysis of *CiCBL* and *CiCIPK* genes in pecan exposed to drought stress. Expression patterns of 5 *CiCBL* (**A**) and 10 *CiCIPK* (**B**) genes were analysed using qRT–PCR. The actin gene (*CiPaw.03G124400*) was selected as the reference gene. Lowercase letters represent significant differences (*P* < 0.05) according to Duncan’s multiple range test. Error bars indicate the means ± SE obtained from three biological replicates

### Subcellular localization of CiCIPKs

The subcellular localization of a protein might help to reveal its function. 

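*CiPaw.01G129000*, a Clade A gene on chromosome 1 with 12 exons, had 2.13 ± 0.867 FPKM (SD, n = 3) at 0 d, 2.59 ± 0.506 at 3 d, 4.84 ± 2.73 at 6 d, 8.88 ± 2.32 at 9 d, 21.7 ± 22.9 at 12 d and 67.5 ± 2.81 at 15 d, 31.7-fold higher than at 0 d. By 15 d the log2 fold change was 4.49 (standard error 0.63, adjusted p = 5.21e-05 from limma), and it was called from 12 d (2.24, adjusted p = 0.0166). At 12 d, replicates 1, 2 and 3 had 15.1, 2.83 and 47.2 FPKM. Replicate 2 thus lay among the libraries of 0 d, which had from 1.47 to 3.11 FPKM. The adjusted p at 12 d rests on a spread estimated over all days and does not measure the wide spread of this day. *CiPaw.07G161900*, a Clade D gene on chromosome 7 with 14 exons, had 10.1 ± 0.466 FPKM (SD, n = 3) at 0 d, 18.5 ± 5.03 at 6 d, 19.8 ± 3.12 at 9 d, 22.0 ± 6.90 at 12 d and 25.7 ± 1.73 at 15 d. It was called from 6 d (log2 fold change 0.79, adjusted p = 0.0225), and its log2 fold change at 15 d was 1.27 (standard error 0.21, adjusted p = 1.58e-04). *CiPaw.13G065400*, a Clade E gene on chromosome 13 with 1 exon, had 49.0 ± 6.95 FPKM (SD, n = 3) at 0 d, 92 ± 6.45 at 6 d, 82.7 ± 16.9 at 9 d, 73.7 ± 10.7 at 12 d and 103.6 ± 3.83 at 15 d. Its log2 fold change was 0.90 at 6 d (adjusted p = 0.00216), 0.58 at 12 d (adjusted p = 0.0131) and 1.07 at 15 d (standard error 0.16, adjusted p = 6.45e-05). Each of the 3 genes had more than 10 coexpression edges: *CiPaw.01G129000* had 16, *CiPaw.07G161900* 19 and *CiPaw.13G065400* 15. Within days they had 5, 1 and 4 edges. In Table S4 *CiPaw.01G129000* is paired with *CiPaw.02G069100* and *CiPaw.07G161900* with *CiPaw.08G057800*, and whether reads aligned to both genes of a pair was not tested. Fig. 7 was not analysed here.

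**Figure D5:**
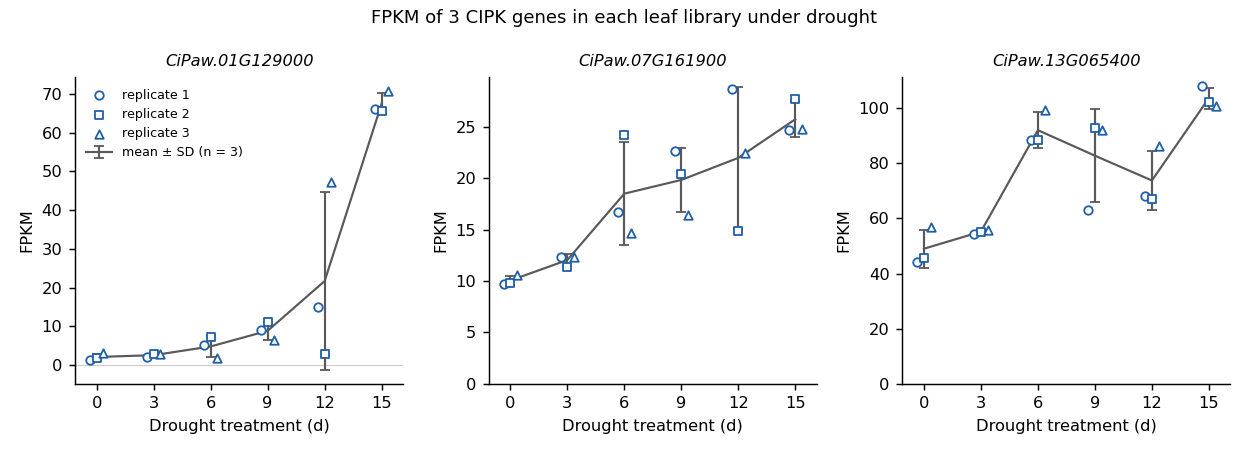
FPKM (vertical axis) of 3 *CIPK* genes against days of drought treatment (horizontal axis). Markers are single leaf libraries, with shapes for replicate numbers, and grey lines and bars give the mean ± SD of 3 libraries. All 3 genes are highest at 15 d, and the day mean of *CiPaw.13G065400* falls from 92 FPKM at 6 d to 73.7 at 12 d before it rises to 103.6. The 3 rises at 15 d kept their direction after quantile normalization and median-ratio scaling.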

According to the expression (Figs. 6 and 7) and coexpression analysis (Additional file 2: Fig. S3), three *CiCIPK* genes (*CiPaw.01G129000*, *CiPaw.07G161900*, and *CiPaw.13G065400*) that coexpressed with more than ten genes were induced gradually by drought treatment, and showed the highest expression levels after 15 d of drought. These *CiCIPKs* were selected as candidate genes, and the coding regions of the three genes were fused to the green fluorescent protein (GFP) reporter gene in the binary vectors. Then, the recombinant constructs were transiently expressed in *Arabidopsis* protoplasts. The results revealed that the control GFP was distributed throughout the cell, whereas the CiPaw.01G129000-GFP fluorescence signal was only found in the cytoplasm, suggesting that the CiPaw.01G129000 protein was localized to the cytoplasm. Moreover, the CiPaw.07G161900-GFP and CiPaw.13G065400-GFP fusion proteins were detected in both the cytoplasm and nucleus (Fig. 8).

**Fig. 8:**
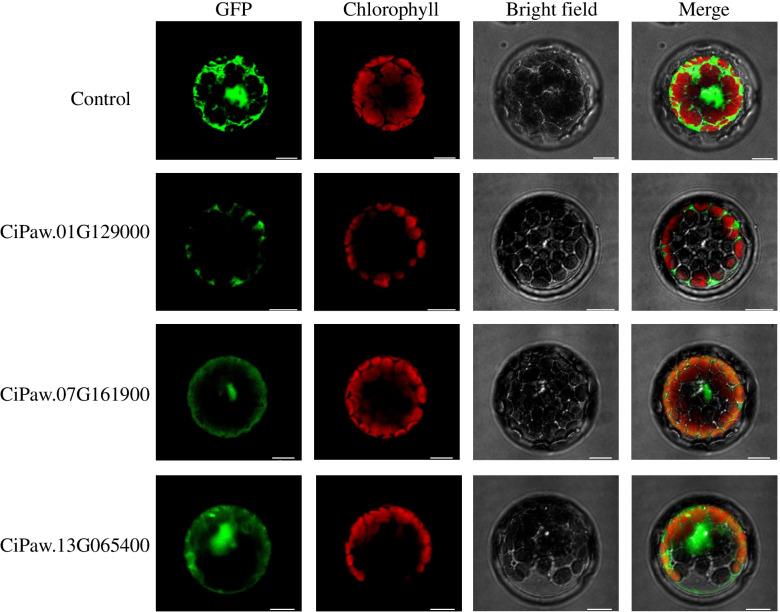
Subcellular localization of three CiCIPKs based on the transient expression of fused GFPs. Control, GFP alone. Bar = 10 μm

## Discussion

The role of calcium in stress signal transduction has been well established in plants [48]. CBLs are plant-specific Ca^2+^ sensors that interact with and activate CIPKs to transduce Ca^2+^ signals [4]. To date, CBL and CIPK family members have been identified in model plants and major crops, including *Arabidopsis*, canola, rice, and poplar [8, 9, 49]. However, very little is known in pecan.

In the current study, 9 CiCBL and 30 CiCIPK members were found in the pecan genome (Fig. 1). Similar to those CBL proteins in *Arabidopsis* and canola [49], four EF-hand motifs were found in the nine CiCBL proteins (Fig. 2). As a type of Ca^2+^ sensor, CBL proteins are able to bind Ca^2+^ through EF-hand motifs [10]. In addition, two CiCBL proteins started with a conserved N-terminal myristoylation site, which might play a role in membrane association of the CBL-CIPK complex by switching calcium with myristoyl [50]. CIPK proteins commonly possess an N-terminal kinase domain and a conserved C-terminal NAF domain, and all CiCIPKs contained these two domains (Fig. 1B). CBLs bind to the short NAF domains to release from the kinase domain and switch the kinase into an active conformation [51].

Comparison of the numbers of *CBL* and *CIPK* genes in pecan with other sequenced plant genomes revealed that the two gene families have expanded multiple times in evolutionary history (Additional file 1: Table S5) [52]. In the green algae *Botryococcus braunii*, both CBL and CIPK contained only one family member, and the family sizes increased quickly following evolution to seed plants. Gene duplication commonly plays a key role in the expansion of a gene family during evolution and functions in adaptation to environments by obtaining new gene functions in plants [53]. Segmental/whole-genome duplications and tandem duplications contribute to the evolutionary expansion of gene families [54]. In pecan, segmental duplication occurred in both CiCBLs and CiCIPKs, and contributed largely to the expansion of the two families, while only one tandem duplication event was detected in the CBL family (Fig. 3). CIPKs resulting from both segmental and tandem duplications were found in *Arabidopsis*, rice, maize, and grape [16, 43]. In contrast, only tandem duplication events were detected in grape CBLs, and tandem duplications played major roles in *Medicago* CBL and CIPK families [16, 55]. Negative selection functions in the process of removing deleterious mutations to prevent functional divergence; however, positive selection plays a role in new advantageous mutation collection and spreading throughout the population [56]. The *Ka*/*Ks* ratios of all the segmental and tandem duplication events in pecan CBLs and CIPKs showed that they were driven by negative selection (Additional file 1: Table S4). Gene duplication can lead to accumulate degenerative mutations, and negative selection may result in stabilizing selection via removing deleterious variations that arise, indicating these *CiCBLs* and *CiCIPKs* under negative selection were functionally conserved, respectively [57]. The *CBL* and *CIPK* genes of *Medicago* have also undergone strong negative selection pressure during evolution [55].

According to the phylogenetic analysis, pecan CBLs and CIPKs were classified into four and five clades, which was consistent with previous findings in grape and pepper (Fig. 4) [16, 58]. Gene structures such as exon-intron organizations and intron numbers are imprints of evolution in several gene families [59]. Eukaryotic genes could be divided into intron-rich, intron-poor (less than four introns), or intronless (no introns), and genes of early-diverging plant species were mostly intron-rich [60]. The intron numbers in *CiCBLs* were very conserved, ranging from 7 to 9; however, the *CiCIPKs* were clearly divided into an intron-rich cluster (clades A, B, C, and D) and an intron-poor cluster (clade E) (Fig. 1). This phenomenon of gene structure in *CIPK* genes widely exists in *Arabidopsis*, canola, grape, and soybean [1, 16, 42, 49]. Interestingly, the intron-poor cluster members in the CIPK gene family first appeared in seed plants, while *CIPKs* in algae, moss, spikemoss, and fern all possessed multiple introns (Fig. 4) [5, 42]. These results suggested that intron loss and gain events functioned in the evolution of plant *CIPK* genes. Interestingly, clustering expression results suggested that *Arabidopsis CIPK* genes could be induced by environmental stresses, and some CIPK genes in the two clusters shared similar expression patterns in response to environmental stresses [43]. For example, three *CIPKs* (*CIPK8*, *CIPK21* and *CIPK24*) in intron-rich cluster and two (*CIPK6* and *CIPK13*) in intron-poor cluster were all involved in the regulation of salt stress [61–65]. For CBLs, proteins in the same clade have high sequence similarities (Fig. 2), when fused with GFP, three CBLs including CBL2, CBL3 and CBL6 in clade IV were localized at the tonoplast, while CBL1 and CBL9 in Clade III were both detected at the plasma membrane [66]. Moreover, CBL1 and CBL9 both functioned in K^+^ homeostasis under low K^+^ condition via interacting with CIPK23 in *Arabidopsis* [67]. These two CBLs also play a crucial role in pollen germination and tube growth [68]. CBL2 and CBL3 coexpressed with CIPK21 to respond to salt stress by regulating ion and water homeostasis [63]. Although genes in the same clade were considered to be functionally identical, CIPKs and CBLs with high sequence similarities may show distinct functions, such as CBL1 showed distinctively different functions from CBL9 in response to ABA treatment [69].

Drought is a major environmental stress that profoundly affects the growth, development, and productivity of plants. CBL-CIPK complexes have been previously proven to play important roles in drought stress signalling pathways [42]. Our RNA-Seq data under drought treatment revealed that the expression levels of some *CiCBLs* and *CiCIPKs* were drastically changed (Fig. 6). 

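Over all 24443 genes tested, limma called 7 genes at 3 d, 3387 at 6 d, 5663 at 9 d and 7594 at 12 d. At 15 d, 5396 genes were higher and 8312 lower than at 0 d, 56.1% of the genes tested. Of the called genes 39.4% were higher with FPKM as deposited, 50.7% after quantile normalization (6848 higher and 6670 lower) and 50.8% after median-ratio scaling (7187 higher and 6971 lower). In 17469 of all genes tested, the 3 libraries of 15 d lay all above or all below those of 0 d, where chance puts 10% of genes apart with 3 libraries against 3. Requiring a log2 fold change of at least 1 gave 3409 higher and 5738 lower genes. Of the 37 *CBL* and *CIPK* genes tested, 25 were called, 67.6%. The largest rise among them was the log2 fold change of 4.49 of *CiPaw.01G129000*, and the largest fall was that of *CiPaw.14G052000*, -3.65. Of all genes, 14137 changed across days in the moderated F-test.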

Most *CiCBL* genes were downregulated in response to drought, except *CiPaw.11G071800*, which was significantly induced (Fig. 7A). Orthologous *AtCBL9* from *Arabidopsis* has been shown to be essential for the drought stress response. *AtCBL9* was involved in the drought-induced abscisic acid (ABA) production process, which was highly inducible by drought and treatments with the plant hormone ABA, and the *cbl9* mutant seedlings were more sensitive to drought [70]. Unlike *CiCBLs*, the majority of *CiCIPK* genes were upregulated under drought stress (Fig. 6B), which was further validated by qRT–PCR (Fig. 7B). 

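At 15 d, limma called 11 *CIPK* genes as higher and 6 as lower, and 3 *CBL* genes as higher and 5 as lower. Adjusted over the genes of the families alone, 3 and 5 *CBL* genes were also called. The lower *CBL* gene *CiPaw.12G140900* was not called after median-ratio scaling (adjusted p = 0.813 from limma) or quantile normalization (adjusted p = 0.469). Its log2 fold change (-0.39) and that of the higher gene *CiPaw.09G110800* (0.99) were also under 1 in size. With FPKM as deposited, 14 of 28 *CIPK* genes and 3 of 9 *CBL* genes had a positive log2 fold change, and these numbers were 15 and 4 after quantile normalization and 20 and 4 after median-ratio scaling. The difference between the families in these signs was tested with Fisher's exact test (two-sided p = 0.462 with FPKM as deposited, and from 0.229 to 1 over the alternatives). For the direction of the *CBL* genes the paper cites qRT-PCR of 5 genes in Fig. 7A. For the *CIPK* genes the paper cites Fig. 6B and qRT-PCR of 10 genes in Fig. 7B. From all its results together it proposes that the genes of both families might have functions in development and drought response.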

As protein kinases, CIPKs play central roles in the response to drought in plants, and RNA-Seq results of drought treatment in grapevine revealed that the expression levels of many kinase genes changed, including *CIPKs* [71]. Interestingly, most *CIPKs* in soybean and cassava were drought-responsive genes, especially family members belonging to the intron-poor clade [42, 72]. *AcCIPK18*, an intronless *CIPK* gene in pineapple, is a positive regulator of drought stress, and the overexpression lines showed significantly stronger drought tolerance than wild-type plants [73]. *CaCIPK3* is an intronless gene in pepper that participates in the response to various stresses, including drought. Knockdown of *CaCIPK3* improves sensitivity to drought, while overexpression of *CaCIPK3* increases drought tolerance by enhancing the activities of antioxidant defence systems [47]. The CcCBL1-CcCIPK14 complex positively regulates drought tolerance through modulation of flavonoid biosynthesis in pigeon pea. CcCIPK14-overexpressing (*CcCIPK14-OE*) plants had enhanced drought tolerance, but this phenomenon was reversed in *CcCBL1*-RNAi *CcCIPK14*-OE double transgenic plants [74].

In conclusion, a total of 9 CBLs and 30 CIPKs were annotated in pecan at the genome scale and were classified into four and five clades, respectively. The gene structure and conserved domains, chromosome locations, duplication events, evolutionary relationships, and expression patterns of *CiCBL* and *CiCIPK* genes were investigated. The results indicated that CiCBLs and CiCIPKs might function in development and drought response in pecan. Overall, this research provides important information concerning pecan CBLs and CIPKs, and will be helpful for further functional investigation.

## Supplementary Information

**Additional file 1: Table S1.** *CBL* and *CIPK* genes identified in pecan and their sequence characteristics. **Table S2.** Motif sequences of pecan CBLs. **Table S3.** Motif sequences of pecan CIPKs. **Table S4.** Duplication events and related *Ka/Ks* values of pecan CBLs and CIPKs. **Table S5.** The CBL and CIPK protein numbers in different plant species. **Table S6.** Specific primers of pecan *CBL* and *CIPK* genes for qRT-PCR analysis.

**Additional file 2: Figure S1.** Highly conserved NAF domain across CIPK proteins in pecan (A) and *Arabidopsis* (B). Multiple alignment analysis of CIPK domains was presented by ClustalW and sequence logos were generated by Weblogo. **Figure S2.** Analysis of proline content (A) and SOD activity (B) of pecan seedlings in response to drought. Lowercase letters represent significant differences (*P* < 0.05) according to Duncan’s multiple range test. Error bars indicate the means ± SE obtained from three biological replicates. **Figure S3.** The coexpression network of *CBL* and *CIPK* genes in response to drought in pecan. The nodes indicate different genes, and the edges between nodes indicate coexpression correlations of gene pairs (*P* < 0.05). Edge line colours indicate either positive (red, PCC ≥ 0.6) or negative (blue, PCC ≤ − 0.6) correlations.

## Data Availability

All the datasets used for this research are available on reasonable request from the corresponding author. The RNA sequencing raw data can be found in the NCBI BioProject (PRJNA799663) and Gene Expression Omnibus (GEO) database (GSE179336), respectively.

## Abbreviations

CBL: Calcineurin B-like protein
CIPK: CBL-interacting protein kinase
EF-hand: Elongation factor hand
FPKM: Fragments per kilobase per million of reads mapped
GFP: Green fluorescent protein
GRAVY: Grand average of hydropathicity
HMM: Hidden Markov model
*Ka*: Nonsynonymous substitution
*Ks*: Synonymous substitution
MW: Molecular weight
PCC: Pearson correlation coefficient
PEG: Polyethylene glycol
pI: Isoelectric point
qRT–PCR: Quantitative real-time PCR
RNA-Seq: RNA sequencing
SOD: superoxide dismutase

# Supplementary material for: Insight into the CBL and CIPK gene families in pecan (Carya illinoinensis): identification, evolution and expression patterns in drought response
**Source:** BMC Plant Biol. 2022 Apr 28;22:221. doi: 10.1186/s12870-022-03601-0
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Highly conserved NAF domain across CIPK proteins in pecan (A) and Arabidopsis (B). Multiple alignment analysis of CIPK domains was presented by ClustalW and sequence logos were generated by Weblogo. Figure S2. Analysis of proline content (A) and SOD activity (B) of pecan seedlings in response to drought. Lowercase letters represent significant differences (P < 0.05) according to Duncan’s multiple range test. Error bars indicate the means ± SE obtained from three biological replicates. Figure S3. The coexpression network of CBL and CIPK genes in response to drought in pecan. The nodes indicate different genes, and the edges between nodes indicate coexpression correlations of gene pairs (P < 0.05). Edge line colours indicate either positive (red, PCC ≥ 0.6) or negative (blue, PCC ≤ − 0.6) correlations.

**Fig. S1**

**Fig. S1** Highly conserved NAF domain across CIPK proteins in pecan (A) and *Arabidopsis* (B). Multiple alignment analysis of CIPK domains was presented by ClustalW and sequence logos were generated by Weblogo.

**Fig. S2**

**
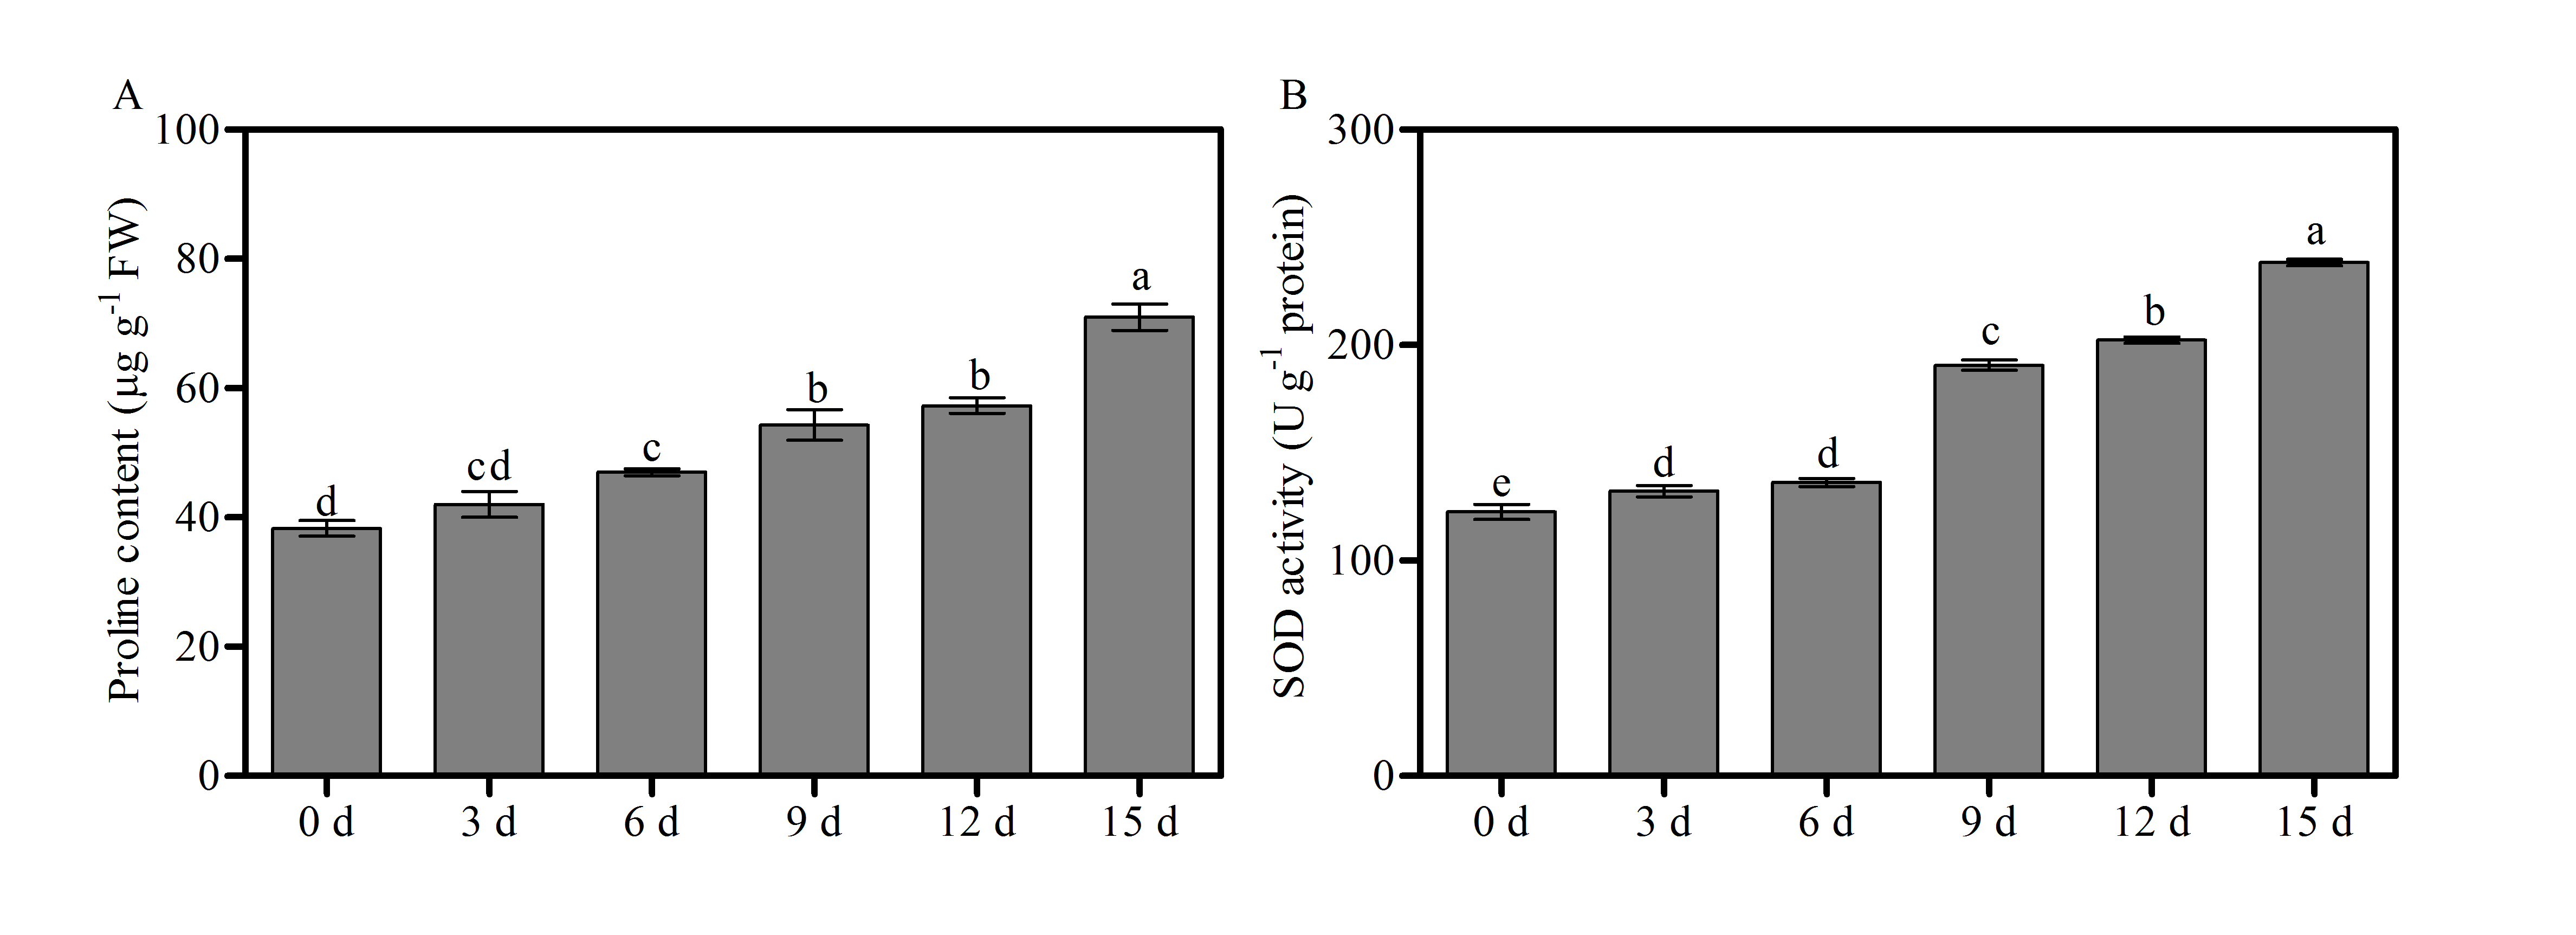
**

**Fig. S2** Analysis of proline content (A) and SOD activity (B) of pecan seedlings in response to drought. Lowercase letters represent significant differences (*P* < 0.05) according to Duncan’s multiple range test. Error bars indicate the means ± SE obtained from three biological replicates.

**Fig. S3**

**Fig. S3** The coexpression network of *CBL* and *CIPK* genes in response to drought in pecan. The nodes indicate different genes, and the edges between nodes indicate coexpression correlations of gene pairs (*P* < 0.05). Edge line colours indicate either positive (red, PCC ≥ 0.6) or negative (blue, PCC ≤ -0.6) correlations.

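Each line of the network stands for a pair of genes whose FPKM changed together over the libraries, and its colour gives the sign of the Pearson correlation coefficient. Over 18 libraries, every pair with an r of at least 0.6 in size had a permutation p of 0.0133 or less, and the smallest r in size with a permutation p under 0.05 was 0.446. The limit on r therefore decided which pairs were edges. Over the 6 day means in place of the 18 libraries, 373 pairs had an r of at least 0.6 in size, and 180 of them also had a permutation p under 0.05.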

How the deposited data were processed for this re-analysis (not part of the article)

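Leaves of grafted pecan seedlings of the cultivar Pawnee were sampled every 3 d from 0 d to 15 d after watering stopped, with 3 RNA-Seq libraries per day and 18 in all. The authors sequenced cDNA libraries on an Illumina NovaSeq, computed FPKM (fragments scaled to transcript length and to all fragments mapped in the library) with RSEM and deposited one table of FPKM per gene and library, rounded to 2 decimals. The paper's text does not name the aligner, the RSEM version or the annotation behind the table. RSEM divides reads that align to several genes, so the values of any genes that share reads depend on that division. Fragment counts are not used here. Every column of the table was mapped to one library by its name, and 0 columns were left aside. The replicate numbers come from the sample labels.

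The table holds 31074 genes, and none of their identifiers was found among those of the RefSeq gene table of pecan, so chromosome and exon numbers are those of the paper's gene names and Table S1. The 38 genes shown in Fig. 6 were assigned to genes of the table by the 6 values printed for each, log10(mean FPKM + 1) with 2 decimals. Each had exactly 1 gene within rounding. The next closest gene deviated by 0.0589 at the median. When each day was left out in turn, 227 of 228 assignments gave the same gene. Of 759 profiles made by shuffling the printed values, 2 had a gene within rounding. Of 5 pairs of close neighbours by name, 4 fell on one scaffold of the table's identifiers, and no other pair of the 38 genes did. In a check, 200 of 200 genes drawn from the table without its genes of lowest FPKM were found again from their rounded means. Genes with values as low as those of *CiPaw.10G060300*, whose next closest gene deviated by 0.00703, were thus not checked in this way. The day means of the 38 genes therefore equal Fig. 6 by construction, and only the spread between libraries is independent of it. The tests against 0 d and the correlations over the 18 libraries draw on both. The actin gene *CiPaw.03G124400* and *CiPaw.09G120600* are not printed in Fig. 6 and were not analysed here.

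Depth is known only relative to other libraries. Where values are low, a gene's FPKM moves in steps of one fragment, and the ratio of the smallest steps gives the relative depth. The estimate used 2966 genes above 0 in 2 to 10 libraries, with a median of 125 genes per pair of libraries, and 98.7% of the 153 pairs lay within 0.05 on the log2 scale of the fitted depths. The deepest library was 1.38 times as deep as the shallowest. In simulated data of 12000 genes, this estimate failed when no gene was short (largest error 32.4%, 2 genes per pair at the median and 41.2% of pairs within 0.05). With short genes its largest error was 0.177%, with 214 genes per pair at the median and 100% of pairs within 0.05. In this second case the counts were also made to vary more between libraries. The failure in the first case can therefore not be put down to gene length alone. The agreement between pairs in the real table resembles the second case, and the estimate rests on that.

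FPKM was transformed as log2(FPKM + 1). The 24443 genes with a mean FPKM of at least 0.1 over the 18 libraries were fitted with limma 3.58.1 in R 4.3.3, with one mean per day, contrasts of each later day with 0 d, and eBayes with a trend. The adjusted p values are from limma with Benjamini-Hochberg adjustment over these genes, two-sided, and genes were called at an adjusted p under 0.05. A moderated F-test covered all days. Tested on simulated data with 200 genes changed at 15 d among 23909, limma called 78% of the changed genes and 94% of those raised by 3 on the log2 scale. Of its calls at 15 d, 5 were unchanged genes (3.11%), and it made 0 calls over the other 4 days, where no gene was changed. In the real libraries 13708 genes were called at 15 d. Their correlations within a day ranged from 0.862 (12 d replicates 2 and 3) to 0.992 (15 d replicates 1 and 2). The simulation did not include such unequal spread between days or shifts of a library shared by many genes. Its error shares therefore do not carry over to the real calls. Coexpression used Pearson correlations of FPKM over 18 libraries, with edges at an r of at least 0.6 in size, as in the legend of Fig. S3, and a two-sided permutation p under 0.05 from 100000 permutations. In simulated data 73 of 73 correlated pairs and 3 of 550 independent pairs were called. The simulated libraries shared no day means, so these shares do not hold for genes that share only a trend over days. In the real libraries, edges were at the median 26.9% of the pairs of a random list matched on mean FPKM. Gene lists were compared with 10000 random lists drawn from the 100 genes nearest in mean FPKM to each member. Clades were compared by a permutation test, directions of the families by Fisher's exact test, and duplicated pairs of Table S4 by 10000 random pairings. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

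The mapping of libraries, the tests behind the reported results, the rule for named genes and all alternatives were set before the data were examined. Tests of explanations for a pattern were added later, some of them only after the result was seen. Named genes are those the paper names in its drought results and, outside the families, the 2 genes with the largest rise and the 2 with the largest fall at 15 d among called genes with a mean FPKM of at least 1 whose 15 d libraries all lie above or all below those of 0 d. The limit of 9 FPKM for low expression was chosen from the values in Fig. 6. The alternatives were a pseudocount of 0.1, a minimum mean FPKM of 1 or none, quantile normalization, median-ratio scaling, only the libraries of the days compared, eBayes without trend, the replicate number as a block, a log2 fold change of at least 1 beside the adjusted p, adjustment over the families alone, and each library left out in turn. For the network they were log10(FPKM + 1), day means, Spearman correlation, adjusted p, an r of at least 0.8 in size, a minimum mean FPKM of 1, correlations within days, the replicate block and each library left out. Other groupings of the libraries were also fitted, with 10 splits of each 6 libraries and 100 groupings over all days.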

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

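The tests in this part were all chosen before their results were seen. The splits of the libraries into other groups are given under the other observations.

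Outside the families, 4 genes named by the rule on the largest changes moved far more than any CBL or *CIPK* gene at 15 d. The paper does not report on them, and the table gives only their identifiers. CIL1449S0008 rose from 30.7 ± 22.9 FPKM (SD, n = 3) at 0 d to 26919 ± 3928 at 15 d, where it held 4.78% of all FPKM. Its log2 fold change was 10.24 (standard error 1.48, adjusted p = 6.10e-05 from limma, and from 1.60e-06 to 5.38e-04 over the alternatives). CIL1061S0081 rose from 3.15 ± 2.54 to 3279 ± 265 FPKM, a log2 fold change of 9.91 (standard error 1.34, adjusted p = 3.84e-05, and from 1.78e-06 to 3.52e-04 over the alternatives). CIL0125S0007 fell from 1174 ± 713 to 1.84 ± 0.720 FPKM, a log2 fold change of -8.43 (standard error 1.73, adjusted p = 8.57e-04, and from 4.89e-05 to 0.00460 over the alternatives). CIL0922S0018 fell from 497 ± 195 to 2.43 ± 2.96 FPKM, a log2 fold change of -7.42 (standard error 1.40, adjusted p = 4.49e-04, and from 9.42e-05 to 0.00298 over the alternatives). For each of them all 3 libraries of 15 d lay on one side of all 3 of 0 d, which was part of the rule that named them. A fold that rests on values near 0 would show a day mean under 0.1 FPKM, and the lowest day mean at 0 d or 15 d was 1.84 FPKM. After median-ratio scaling all 4 genes were called again. Reads shared with similar genes could not be checked, because no sequence of these genes was used here. No library of watered seedlings from a later day is among the 18, so drought and time in the growth chamber cannot be told apart, and a response to drought remains a hypothesis for these genes. At 12 d CIL1449S0008 ranged from 57.0 to 15580 FPKM between libraries.

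In 8 of the 37 family genes tested, the level at 15 d differed from that at 12 d in a direct contrast, so their change from 0 d was not the same on both days. The log2 difference between 15 d and 12 d was 2.25 for *CiPaw.01G129000* (adjusted p = 0.0244 from limma), 1.55 for *CiPaw.09G218800* (adjusted p = 0.0493), 1.40 for *CiPaw.10G164300* (adjusted p = 0.0310), 1.17 for *CiPaw.07G189200* (adjusted p = 0.0455) and 0.49 for *CiPaw.13G065400* (adjusted p = 0.0391). It was -1.03 for *CiPaw.08G037800* (adjusted p = 0.00775), -0.40 for *CiPaw.11G207000* (adjusted p = 0.0342) and -0.37 for *CiPaw.03G245300* (adjusted p = 0.0452). Over all genes 4974 were called. The number of such *CIPK* genes was 7. Without 12 d replicate 2, it was 1 (*CiPaw.08G037800*), the *CBL* gene *CiPaw.11G207000* was no longer called either, and 1295 of all genes were called. After median-ratio scaling it was 10, but the genes were not the same. *CiPaw.03G245300* and the *CBL* gene *CiPaw.11G207000* were no longer called, and *CiPaw.13G065800*, *CiPaw.10G164100*, *CiPaw.14G089100* and *CiPaw.09G070900* were called in addition. Without it the rises were 1.30 for *CiPaw.01G129000*, 0.90 for *CiPaw.09G218800*, 0.75 for *CiPaw.10G164300* and 0.69 for *CiPaw.07G189200*. These rises may therefore rest in part on 12 d replicate 2, the library of 12 d nearest to the early days. The difference moved less for *CiPaw.13G065400* (0.43), *CiPaw.11G207000* (-0.35) and *CiPaw.03G245300* (-0.33), whose standard errors grew with fewer libraries. A step between 12 d and 15 d that differs from a wide spread of the 12 d libraries is not shown for 6 of the 7 *CIPK* genes.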

How the results depend on the processing

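Under the alternatives, 30 results gave 246 values, of which 218 stayed within 1.5 times of the count as reported or on the same side of the test, 27 moved and 1 reversed. The cause was not tested for any of them. Settings that change only the spread or the adjustment cannot move tests that use the fold changes alone (clades, families and duplicated pairs), and their unchanged values there show no stability.

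Requiring a log2 fold change of at least 1 lowered the number of family genes called to 1 at 6 d (from 5), 5 at 9 d (from 11) and 10 at 12 d (from 18). Over all genes it gave 1905 genes at 6 d, 3262 at 9 d, 4730 at 12 d and 3409 higher genes at 15 d, and 9395 genes across days. With only the libraries of the days compared in the fit, 7 family genes were called at 9 d and 8 at 12 d, and 3274 and 4026 of all genes. At 3 d, where 7 genes were called, the number was 0 with a pseudocount of 0.1 (2468 at an unadjusted p under 0.05), 2 among genes with a mean FPKM of at least 1, 19 with quantile normalization, 13 with median-ratio scaling and 0 with only the libraries of the days compared (2904 at an unadjusted p under 0.05).

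Across the 18 fits that each left out one library, the number of family genes called ranged from 2 to 6 at 6 d, from 5 to 14 at 9 d and from 9 to 21 at 12 d. Of all genes, from 0 to 909 were called at 3 d, with the most without 3 d replicate 2, from 1432 to 4404 at 6 d, from 2522 to 6918 at 9 d and from 4102 to 9850 at 12 d. At 15 d the counts of both families and of all genes stayed within 1.5 times of those reported in these fits.

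With an r of at least 0.8 in size, the network had 36 edges, 29 positive and 7 negative, among 22 genes. Then 0 genes had more than 10 edges, and *CiPaw.11G071800* had 5. Within days it had 93 edges, 18 of them negative, 0 genes with more than 10 edges and 6 edges of *CiPaw.11G071800*. On log10(FPKM + 1) it had 214 edges, and with one library left out at most 195.

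Among the duplicated pairs, 12 of 19 shared a direction with median-ratio scaling against 9 with FPKM as deposited (one-sided permutation p = 0.339, and from 0.339 to 0.785 over the alternatives), which moved the count from below to above the median of random pairings. Of 41 single genes, 7 changed sign under an alternative that kept all libraries and 5 with one library left out, some of them under both, and none of these was called at 15 d. *CiPaw.10G083600* became 0.27 with quantile normalization and 0.25 with median-ratio scaling, and ranged from -0.16 to 0.057 with one library left out. *CiPaw.01G192800* became 0.29 and 0.10 under these scalings and ranged from -0.22 to 0.058. With median-ratio scaling *CiPaw.16G114100* became 0.12, *CiPaw.15G175200* 0.10, *CiPaw.01G081200* 0.23, *CiPaw.13G121800* 0.14 and *CiPaw.01G254400* 0.0052. With one library left out, *CiPaw.01G081200* ranged from -0.23 to 0.020, *CiPaw.07G229400* from -0.068 to 0.27 and *CiPaw.10G060400* from -0.059 to 0.071. Of 29 called genes, 4 lost their call under an alternative that kept all libraries, *CiPaw.12G140900*, *CiPaw.03G245300*, *CiPaw.10G164100* and *CiPaw.04G172400*. With one library left out, 3 lost it in at least 1 fit, *CiPaw.02G141100*, *CiPaw.12G140900* and *CiPaw.10G164100*.

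With the replicate number as a block, 5350 genes were higher and 8223 lower at 15 d, and 11 *CIPK* genes were higher and 6 lower, against 5396, 8312, 11 and 6 without it. The correlation of the deviations of same-numbered libraries from their day means was 0.00407, against 5.01e-04 for libraries with other numbers, which shows no sign that the numbers pair the libraries. Scaling to the actin gene and a network of all genes in Table S1 were not run, because *CiPaw.03G124400* and *CiPaw.09G120600* were not analysed here. The number of reads per library is not known, which limits the genes with low FPKM: their values move in steps of single fragments, and no interval for counting error can be given.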

Differences from the paper's values

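The number of *CIPK* genes lower at 15 d than at 0 d was 6, and the paper's value for downregulated *CIPK* genes is 3. Of the alternatives set before the data were examined, requiring a log2 fold change of at least 1 beside the adjusted p gave 4, within 1.5 times of the paper's value. Over all *CIPK* genes the others did not: quantile normalization and median-ratio scaling gave 5, only the libraries of the days compared 7, and all remaining alternatives 6, each library left out included. The paper counts its downregulated genes apart from the 6 genes with low expression. Outside the low set, a comparison chosen after the values were seen, 4 genes were lower with FPKM as deposited, within 1.5 times of the paper's 3. This number was 3 with median-ratio scaling and with a log2 fold change of at least 1, 5 with only the libraries of the days compared, and 4 with the remaining alternatives.

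The paper states that most *CIPK* genes other than the low and the downregulated ones were upregulated. It names no day for this, whereas the counts here are for 15 d alone. Outside the low set and without the 4 genes called as lower, limma called 10 of 19 genes as higher at 15 d and 9 were not called. With median-ratio scaling it called 10 of 20, and with a log2 fold change of at least 1 it called 8 of 20. Of the 9 genes not called at 15 d, only *CiPaw.10G060400* was called as higher on an earlier day. Its log2 fold change was 0.66 at 6 d (adjusted p = 0.0245 from limma) and 0.51 at 12 d (adjusted p = 0.0425). The paper describes 10 *CIPK* genes as rising gradually. The day mean rose from each day to the next in 3 *CIPK* genes. It describes *CiPaw.09G110800* and *CiPaw.11G071800* in the same way, and 0 *CBL* genes rose from each day to the next. The day mean of *CiPaw.09G110800* was 8.83 FPKM at 9 d and 8.78 at 12 d, and that of *CiPaw.11G071800* was 8.51 at 0 d and 8.29 at 3 d, differences smaller than the SD between libraries on those days.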

Other observations

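The tests of other groupings of the libraries were written after the result was seen for the counts of all genes, for the *CIPK* genes higher and for those lower at 15 d, and for the family genes across days. Also chosen only after the result was seen were the tests of scaling and higher genes at 15 d, of exchanged labels at 9 d and 12 d, of the resemblance of a library each from 0 d, 3 d and 6 d, of the random lists and the within-day edges of the network, and of the spread of *CiPaw.14G052000*. The limits used to judge the share of deviations along the drought direction and the lowest within-day correlation were also set after those values were seen. For the hypotheses on clades, directions, duplicated pairs and share of called genes, the outcome that would count for each was written down after the fold changes of the families had been displayed, although the tests themselves had been chosen earlier.

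The 15 d and 0 d libraries can be split into 3 and 3 in 10 ways. Of these, 4 part every same-numbered pair, as the real split does, and the other 6 part 1 such pair. The real split was the only 1 of the 4 with as many genes higher, as many genes lower, as many *CIPK* genes higher or lower and as many *CBL* genes higher or lower. All other splits gave 0 genes, with from 71 to 534 genes at an unadjusted p under 0.05. The same held for the genes and the family genes changed at 6 d, 9 d and 12 d, where 1 of 4 splits gave as many. At 3 d all 4 of the 4 splits gave as many, since each gave 0 genes, with 2904 at an unadjusted p under 0.05 in the real split and up to 3201 in the other comparable splits. With 4 comparable splits the share cannot fall under 0.05, so from these splits alone the counts cannot be told apart from an accidental split. Over all days, 100 groupings with the days permuted within each replicate number were fitted, the real one included. As many genes changed across days in 1 of them, as many family genes in 1, and as many *CIPK* genes called as higher and highest at 15 d in 2. The other of these 2 groupings had the 15 d libraries together. For the 15 d counts in the same groupings, looked up after the splits had been seen, as many genes were higher in 1 of the 100 and lower in 2, and as many *CIPK* genes were higher in 1 and lower in 3, and every one of these groupings kept the 15 d libraries together. The *CBL* genes were not counted there.

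More genes were called as lower than as higher at 15 d. With median-ratio scaling 50.8% of the called genes were higher, against 39.4% with FPKM as deposited. At 15 d the 100 most abundant genes held 25.4% of all FPKM, against 2.73% for the same genes at 0 d. Without them and with the remaining FPKM brought to one sum, 54.6% of the called genes were higher (7408 higher and 6158 lower). Both steps raise the share of higher genes whatever its origin, since median-ratio scaling centres the fold changes and the 100 genes were picked for their abundance at 15 d. The excess of lower genes therefore cannot be told apart from an effect of the scaling or of a few genes that take a larger part of the FPKM. Depth was tested on genes with a mean FPKM of at least 10, where it matters least. Among them 44.7% were higher, just under the 45% set as the limit before the value was seen. The 15 d libraries were at the median deeper than the 0 d libraries (relative depth 0.900 against 0.793), so lower values from shallow sequencing would be looked for at 0 d and not at 15 d. The share of lower genes cannot be read as a count of genes repressed by drought.

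Libraries of one day lay far apart at 9 d and 12 d. The correlation between replicates 2 and 3 of 12 d was 0.862, and between replicates 1 and 2 of 9 d it was 0.879. Replicate 1 of 9 d correlated at 0.983 with replicate 1 of 12 d, and replicate 2 of 12 d at 0.965 with replicate 3 of 9 d. Of all exchanges of a pair of libraries between days, that of 9 d replicate 1 with 12 d replicate 2 raised the mean correlation within days most, by 0.0159, and the next by 0.0059. Such a gain could come from exchanged labels. It could also come from seedlings that dry at different speeds, since 61.7% of the deviations at 12 d and 40.4% at 9 d lay along the direction from 0 d to 15 d, against 6.19% at 0 d, 2.85% at 3 d, 5.10% at 6 d and 20.3% at 15 d, where the libraries lay close together. The data do not tell these explanations apart, and no gene was tested with exchanged labels. Depth showed no such relation: over the 18 libraries the distance from the day mean and the relative depth had a Spearman rho of -0.236 (permutation p = 0.342) and a Pearson r of -0.171 (permutation p = 0.496), and r was -0.264 without the 2 libraries farthest from the median depth. Without the 100 most abundant genes the lowest correlation within a day was 0.861, so their own values do not account for it, and whether they act on the FPKM of the other genes was not tested. With the labels as given, the 9 d and 12 d means blend libraries at different positions, and calls at these days may depend on single libraries, as the range from 4102 to 9850 genes at 12 d with one library left out shows.

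Replicate 3 of 0 d, replicate 2 of 3 d and replicate 3 of 6 d deviated from their day means together. The mean correlation of their deviations was 0.589, the highest among the 27 sets of a library from each of these days, and the next set had 0.545. Their mean relative depth ranked 11 of 27 from the lowest, so low depth does not account for it. The deviations of a day sum to 0, so the 27 sets are not independent and their ranking is no test of chance, from which this resemblance cannot be told apart. The 3 d libraries with and without replicate 2 gave 7 and 909 called genes.

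The coexpression edges of the families were set against 10000 random lists matched on mean FPKM. Of these lists 67.5% had at least as many edges as the 172 of the families. Edges were 24.5% of the pairs of the families and at the median 26.9% of the pairs of a random list. On log10(FPKM + 1) the share was 62.2%. Of the 172 edges, 38 were called again with the same sign within days. Both values are consistent with a trend over days that many genes share as the main source of the edges. Nothing in these tests shows that the families are coexpressed more than other genes of similar FPKM.

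*CiPaw.14G052000*, which the paper finds to differ between RNA-Seq and qRT-PCR, had a within-day SD of 0.89 on the log2 scale, rank 2 of the 37 genes tested. Such a spread could make a single pool of leaves differ from another, but *CiPaw.02G118000* ranks 1 and the paper reports no difference for it, so the spread alone does not settle the matter.

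A set of hypotheses on the families was tested at 15 d. The intron-poor *CIPK* genes of clade E had a mean log2 fold change 0.33 above that of clades A to D (15 and 13 genes), with a permutation p of 0.623 and p from 0.554 to 0.711 over the alternatives, so a stronger rise of the intron-poor clade was not detected. Fisher's exact test of direction between the families gave p = 0.462. Duplicated genes shared a direction in 9 of 19 pairs against a median of 10 in random pairings (one-sided permutation p = 0.704). In 5 pairs the genes were called in opposite directions: *CiPaw.09G110800* with *CiPaw.11G207000* and with *CiPaw.12G140900*, *CiPaw.02G141100* with *CiPaw.02G141200*, *CiPaw.01G129000* with *CiPaw.02G069100*, and *CiPaw.07G189200* with *CiPaw.08G037800*. The calls of *CiPaw.12G140900* and *CiPaw.02G141100* were lost under other alternatives. Of random lists matched on mean FPKM, 35.7% had as many called genes as the 25 of the families, with a median of 23 and a share from 0.155 to 0.597 over the alternatives. A more frequent response of the families than of other genes of similar FPKM was thus not detected in this test.

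Table S6 of the paper lists the forward primer GGAGGTGAAGCAAATGGTAGT and the reverse primer AGCTTCCTCAAAGGTCTTGTC for *CiPaw.11G071800*, *CiPaw.11G207000* and *CiPaw.12G140900*, 3 genes with one pair, whereas Fig. 7A shows different patterns for them. In the RNA-Seq libraries these genes changed by 1.45, -1.56 and -0.39 on the log2 scale at 15 d. *CiPaw.01G129000* was 31.7-fold higher at 15 d than at 0 d in FPKM, a different measurement from the qRT-PCR value the paper gives for this gene.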
